# Identification of *Pou5f1*, *Sox2*, and *Nanog *downstream target genes with statistical confidence by applying a novel algorithm to time course microarray and genome-wide chromatin immunoprecipitation data

**DOI:** 10.1186/1471-2164-9-269

**Published:** 2008-06-03

**Authors:** Alexei A Sharov, Shinji Masui, Lioudmila V Sharova, Yulan Piao, Kazuhiro Aiba, Ryo Matoba, Li Xin, Hitoshi Niwa, Minoru SH Ko

## Abstract

**Background:**

Target genes of a transcription factor (TF) *Pou5f1 *(*Oct3/4 *or *Oct4*), which is essential for pluripotency maintenance and self-renewal of embryonic stem (ES) cells, have previously been identified based on their response to *Pou5f1 *manipulation and occurrence of Chromatin-immunoprecipitation (ChIP)-binding sites in promoters. However, many responding genes with binding sites may not be direct targets because response may be mediated by other genes and ChIP-binding site may not be functional in terms of transcription regulation.

**Results:**

To reduce the number of false positives, we propose to separate responding genes into groups according to direction, magnitude, and time of response, and to apply the false discovery rate (FDR) criterion to each group individually. Using this novel algorithm with stringent statistical criteria (FDR < 0.2) to a compendium of published and new microarray data (3, 6, 12, and 24 hr after *Pou5f1 *suppression) and published ChIP data, we identified 420 tentative target genes (TTGs) for *Pou5f1*. The majority of TTGs (372) were down-regulated after *Pou5f1 *suppression, indicating that the *Pou5f1 *functions as an activator of gene expression when it binds to promoters. Interestingly, many activated genes are potent suppressors of transcription, which include polycomb genes, zinc finger TFs, chromatin remodeling factors, and suppressors of signaling. Similar analysis showed that *Sox2 *and *Nanog *also function mostly as transcription activators in cooperation with *Pou5f1*.

**Conclusion:**

We have identified the most reliable sets of direct target genes for key pluripotency genes – *Pou5f1*, *Sox2*, and *Nanog*, and found that they predominantly function as activators of downstream gene expression. Thus, most genes related to cell differentiation are suppressed indirectly.

## Background

Identification of direct targets of transcription factors (TFs) is a necessary step to reconstruct gene regulatory networks in living cells. Although traditional single-gene experiments (e.g., assaying promoter activity using a promoter-reporter gene construct) remain most reliable in testing direct targets, there is also a need for high-throughput approaches that would allow one to detect the majority of most important target genes. Two experimental methods contribute most to such a high-throughput search of target genes: gene expression profiling of TF-manipulated cells and genome-wide chromatin immunoprecipitation (ChIP) assay. However, expression profiling may yield many genes that respond indirectly, whereas ChIP may yield many non-functional binding sites, i.e., binding sites that were detected by ChIP, but were not functional for transcriptional regulation. Therefore, the state of the art is to take the intersection between these two sets of genes (i.e. select genes that responded to the manipulation of a TF and have binding sites) and consider it as a set of tentative target genes (TTGs) [1,2]. However, the intersection of these sets of genes may still contain numerous false positives – genes that respond indirectly and have non-functional ChIP-binding sites. Another problem is that there is no method to statistically quantify the proportion of false positives in the set of TTGs.

To address these issues, we developed a new method to identify TTGs, which reduces the proportion of false positives by applying the False Discovery Rate (FDR) criterion to individual groups of genes that differ in the direction, magnitude, and time of response to the manipulation of a TF. The computational strategy included optimization of Scores of Potential Function (SPF) of binding sites that separated best the training and control sets of genes, and estimation of the FDR from the frequency distribution of SPF among control genes (Fig. 1).

**Figure 1:**
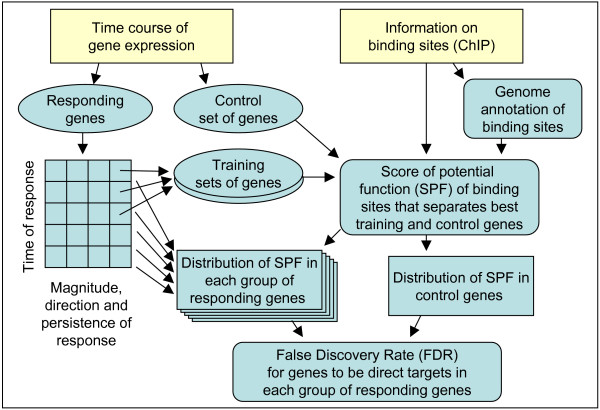
**A flow chart showing algorithm used to identify tentative target genes for a transcription factor.** The algorithm includes the optimization of Scores of Potential Function (SPF) based on the comparison of training and control sets of genes, and the estimation of False Discovery Rates (FDR) within individual groups of responding genes.

This method is applied here to the mouse *Pou5f1 *(*Oct3/4*, *Oct4*) gene which is the major TF that controls self-renewal and pluripotency in ES cells [3,4]. Lists of potential target genes of POU5F1 were recently generated using chromatin immunoprecipitation (ChIP) and gene expression profiling of cells with suppressed *Pou5f1 *transcription [1,5]. Most studies used shRNA for *Pou5f1 *suppression [1,5], but these methods can generate off-target effects, and gene repression is often weak. In these studies, expression profiling was carried out with 1 day intervals which limited the temporal resolution in detecting gene response. Matoba et al. [2] increased the reliability of prediction of *Pou5f1 *primary targets by using a tet-inducible system to suppress *Pou5f1*. This method eliminated false-positives related to potential off-target effects of shRNA used to suppress *Pou5f1 *in earlier studies. However, gene expression was still measured in 1 day intervals, and microarrays did not include all the mouse genes. In this paper we present a new microarray experiment with the same tet-inducible system but with multiple time points within 24 hr to capture early responses to *Pou5f1 *suppression. These data were analyzed together with published genome-wide ChIP data [1]. We found that most TTGs of *Pou5f1 *in ES cells were activated by *Pou5f1 *and only a limited number of genes were suppressed, which implies that the main function of *Pou5f1 *binding to promoters of target genes is activation of gene expression rather than suppression. The same method was then applied to find target genes of *Sox2 *and *Nanog *based mostly on previously published data. A list of data sets used in this study is shown in Additional file 1. Because the interaction between POU5F1, SOX2, and NANOG is supported by immunoprecipitation, functional analysis, and co-localization of binding sites [6,1-10], we explored the relationships between their target genes. These results are discussed in relation to the mechanism of pluripotency maintenance in ES cells.

## Results and Discussion

### 1. Time course microarray data

We previously reported time course microarray data of mouse ES cells, in which the level of *Pou5f1 *expression was reduced in tetracycline (Tet)-controllable manner [2]. Global gene expression profiles were obtained from ES samples at 24, 48, 72, 96, and 120 hr [2]. 

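RNA of these later time points, and of ES cells at 0 hr, was measured on 18 two-color arrays (NIA Mouse 22K Microarray Dev2) with 3 arrays per time point. On each array the ZHBTc4 sample was labeled with Cy3 and a Universal Mouse Reference RNA with Cy5, and the dyes were not exchanged on any array. Starting from the scanner signals that the authors deposited, the local background was corrected by normexp with an offset of 50, the dyes were balanced by loess within each array, and each probe's value is log2(Cy3/Cy5). The median Cy3 signal of the gene probes was 596 to 776 per array (median of the arrays 664) over a local background of 365 to 390. Between 16.3% and 30.2% of the gene probes of an array read below the 95th percentile of its negative-control probes. Median signals of the negative controls were 573 to 586 at 0 hr and 480 to 549 at later times. Replicate arrays correlated across probes with r of 0.960 to 0.994, where genes are not independent replicates. With 1 probe per gene, 20640 genes were tested, and each time was compared with 0 hr by limma. Of these, 5072 (24.6%) passed an adjusted p of 0.05 and a 1.5-fold change at some time, 2140 by falling and 2932 by rising.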

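The first 24 hr of Tet treatment come from a second set of 10 arrays (the early arrays, against the 18 late arrays above) on the NIA Mouse 44K Microarray v2.2, with 2 arrays at each of 0, 3, 6, 12 and 24 hr and the same arrangement of dyes. The median Cy3 signal was 595 to 672 (median 631), the local background 377 to 384, and 0.414% to 6.78% of gene probes read below the negative controls. With 2 arrays per time, the SD between replicates, pooled over probes, was 0.11 to 0.18 on the log2 scale at the different times. The 42006 gene probes stand for 38459 genes or unnamed transcripts, of which 38453 were tested, and 25091 probes carry no gene symbol. Processing was the same as for the later time points. The paper's methods also correct Cy5 signals for bleaching by ozone, by a regression for each gene across the arrays. This correction was run here as an alternative and is named for some of the results that it moves. In this set alone 2001 of 38453 genes (5.20%) passed the adjusted p of 0.05 and 1.5-fold, 751 by falling and 1250 by rising, and 1093 did so with the correction of Cy5 bleaching. None passed on these arrays alone with the F test of the paper's methods. That test uses the larger of a gene's own error variance and the mean of 500 genes of similar intensity. In the joined series described below, its count of responding genes was within 1.5 times the paper's 6197. On the early arrays, at an unadjusted p under 0.05, that test gave 2291 genes, against 9770 with limma. Leaving out 1 array at a time gave 828 (without 0 hr replicate 2) to 2926 (without 24 hr replicate 1).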

To obtain earlier effects of *Pou5f1 *repression, here we used the same ZHBTc4 ES cells [4] and measured the global gene expression profiles at 0, 3, 6, 12, and 24 hr after adding Tet. 

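Probes of the array designs were joined here when their sequences were identical, which gave 18809 genes. For each gene, the later values from 48 hr on were shifted by the difference between the mean values of the experiments at 24 hr, which gives the joined series. Across 18802 genes, the change from 0 to 24 hr of the experiments correlated with r of 0.265 and Spearman rho of 0.159, with genes not being independent replicates. The correction of Cy5 bleaching raised r to 0.396. At 24 hr, 2078 genes passed adjusted p 0.05 and 1.5-fold on the early arrays and 1524 on the late arrays. Of the 480 that did so on both, 418 moved in the same direction. The test of the joined series does not carry the error of the shift. When 200 genes with a log2 change of 1 were simulated among otherwise unchanged arrays, 195 were recovered, and 238 unchanged genes passed as well, 55.0% of all that passed. This share depends on the 200 genes changed among 18809, so it is not the share of false calls in the real counts.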

Because the 24 hr time point was present in both experiments, the microarray data at 24 hr was used to merge two data sets (see Methods) (Additional file 2). 

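On the early arrays, the log2 ratio of Pou5f1 to the reference RNA was 2.92 and 1.52 on the arrays at 0 hr, so the starting level itself is uncertain. The ratio at 3 hr was 0.39 ± 0.13 (SD, n = 2), a change of -1.83 on the log2 scale or 3.56-fold (adjusted p 0.535, limma, two-sided). Changes were -2.53 at 6 hr (adjusted p 0.0253), -2.54 at 12 hr (0.0139) and -2.79 at 24 hr (0.00125). Both arrays of each later time lay under both arrays at 0 hr. Without 0 hr replicate 2 the change at 3 hr was -2.53, and without 0 hr replicate 1 it was -1.13. Under the correction of Cy5 bleaching the change at 6 hr was -2.22 and no longer passed the adjusted p of 0.05. The late arrays, with 3 replicates, started at 2.12 ± 0.25 and changed by -2.18 at 24 hr, -2.09 at 72 hr and -2.07 at 120 hr (adjusted p 4.89e-11). The adjusted p at 3 hr was 0.00238 in the joined series. A second and brighter Pou5f1 probe of the early arrays changed by -0.55 at 24 hr. The probe measures the transcript and carries no information on the protein.

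**Figure D1:**
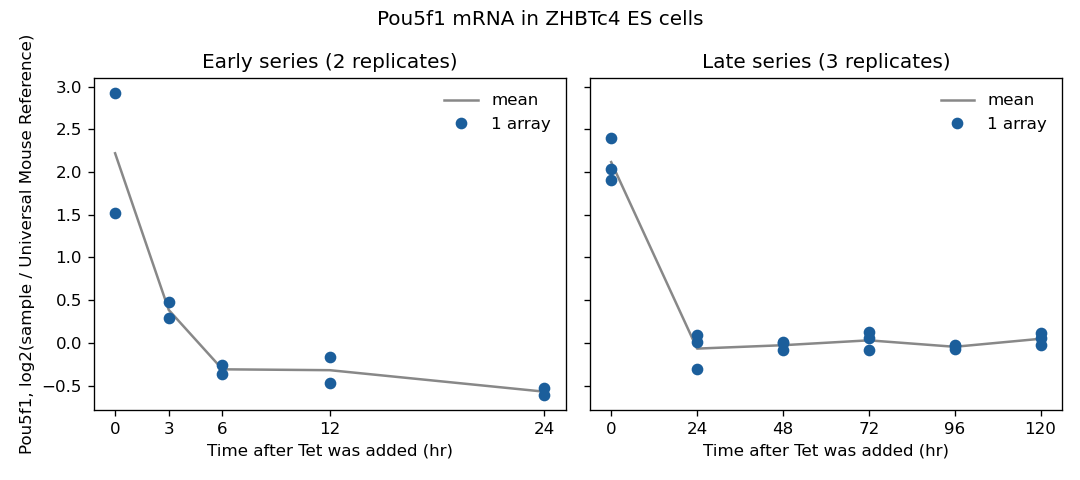
Pou5f1 signal after addition of Tet. The x axis is time in hr and the y axis is log2(sample/Universal Mouse Reference); each point is 1 array and the line joins the means. The left panel shows the early arrays (n = 2 per time) and the right panel the late arrays (n = 3). The early mean goes from 2.22 at 0 hr to -0.57 at 24 hr, and the arrays at 0 hr lie far apart.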

In ZHBTc4 ES cells, the level of *Pou5f1 *mRNA was reduced to one-thirds within 3 hrs after adding Tet, whereas the same reduction of POU5F1 protein level was observed in 6 hrs (Additional file 3). The cells show no morphological changes associated with differentiation during the first 24 hrs after adding Tet, but the cells begin to be flattened after 48 hrs [4]. 

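In the joined series, limma's F test over the 8 times after 0 hr, with an adjusted p of 0.05 and a 1.5-fold change at some time, was passed by 6092 of 18809 genes (32.4%). These genes are called responders here. The largest change was a fall in 2081 and a rise in 4011. At that time, all arrays lay on 1 side of the arrays at 0 hr in 5978 of the responders. Leaving out 1 array at a time gave 5919 to 6685 genes. The largest rises on the late arrays alone, at 120 hr, among genes past the threshold and changed the same way in every replicate, were those of Krt19 (5.62 on the log2 scale), Nrk (5.43), Anxa1 (5.39) and Gsn (5.29), and the largest falls those of Stmn2 (-4.88 at 120 hr), Jam2 (-4.76 at 72 hr) and Tcl1 (-4.62 at 72 hr).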

We found 6197 genes with a statistically significant (FDR <= 0.05, fold change >= 1.5) response to *Pou5f1 *suppression (Additional file 4). A subset of these genes with > 2 fold change (*N *= 2600) overlapped reasonably (*N *= 1319, 50.7%) with gene lists identified earlier using *Pou5f1 *knockdown with shRNA [5,1] (Additional file 5A). 

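Past a 2-fold change there were 3043 responders, 883 by falling and 2160 by rising. The published shRNA lists are not analysed here. Of the 377 genes that the paper's table takes from the earlier study of the later time points [2], 304 were on both arrays. In the joined series, 111 of these fell, 101 rose and 92 did not respond. That study used the late arrays, so its list is not independent of them.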

The majority (*N *= 1185, 96.7%) of 1225 genes common between our study and the published study [1], changed their expression in the same direction after *Pou5f1 *suppression, which was significantly greater than expected from random matches (chi-square = 685, p = 10^-150^) (Additional file 5B). Discrepancies between data sets may be explained by off-target effects of shRNA in earlier studies and by a larger coverage of genes in our microarrays. Genes that were previously considered targets of POU5F1 [1], but had no response to *Pou5f1 *suppression in our experiments (*N *= 487), were not artifacts of microarray design, because the majority of these genes (*N *= 442) had functional oligos in our microarray that showed statistically significant differential expression in earlier experiments [2,11].

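The paper's table of published POU5F1 binding targets holds 851 gene names, of which 537 were on both arrays. Among these, 145 fell, 146 rose and 246 (45.8%) did not respond in the joined series. Of the 246, the Cy3 signal of 203 was above the 95th percentile of the negative controls on over 50% of the arrays of both experiments, and 10 changed with the culture medium in the Nanog experiment. On the early arrays at 24 hr, 611 targets had a median change of -0.10 and a mean of -0.06, against a median of -0.06 and a mean of 0.01 for all other genes (camera two-sided p 0.183, fry 0.00247). At 48 hr on the late arrays, 512 targets had a median of -0.09 and a mean of -0.22, against a median of -0.007 and a mean of -0.002 for other genes (camera 0.000247, fry 7.59e-08), so only the later call is made by both tests. Single targets passed the threshold more often than other genes, 123 of 611 (20.1% against 8.38%) at 24 hr and 116 of 512 (22.7% against 9.14%) at 48 hr. Of these targets, 67 were lower and 56 higher at 24 hr, and 83 lower and 33 higher at 48 hr. The other genes include probes without a gene symbol and were not matched for brightness, so these shares alone do not show an effect on targets. With the values the authors normalized, the early median was -0.25 and passed the threshold, as the early median also did with the correction of Cy5 bleaching.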

Although several methods to analyze time course microarray data have been reported (e.g. clustering [12,13], splines [14,15]), we decided to characterize the pattern of gene expression in a simpler way by 2 major parameters: the time of response when it exceeded 1.5-fold change threshold, and the magnitude of response measured by the maximum logratio of expression change (Fig. 2C, Additional file 4) (see Materials and methods for details). The scatterplot of magnitude of response versus time of response for all genes with statistically significant change of expression (FDR <= 0.05, fold change >= 1.5) shows the global picture of gene expression change after manipulation of the *Pou5f1 *(Fig. 2A). 

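The response time was taken as the first crossing of 1.5-fold, by interpolation between the mean values of the joined series. Of the 2531 responders with a time under 24 hr, 508 (20.1%, Wilson 95% interval 18.6 to 21.7) had a fall as their largest change. The share was 4.26% of 1151 genes under 6 hr, 45.3% of 258 genes from 6 to 12 hr and 30.5% of 1122 genes from 12 to 24 hr. This result depends on the processing: with the correction of Cy5 bleaching 479 of 827 genes fell (57.9%), and with the values the authors normalized 1187 of 1553 (76.4%). In the 327 genes over 2-fold higher at 6 hr on the early arrays, the median Cy3 signal of the sample rose by 0.13 and the median Cy5 signal of the reference changed by -1.10 on the log2 scale. Without scaling between arrays these values were -0.05 and -1.27.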

The initial response to *Pou5f1 *suppression (< 24 hr) is characterized mostly by down-regulation of many genes. It is followed by the wave of gene up-regulation which becomes more intense after 36 hr. 

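From 24 to 36 hr, 212 of 463 responders fell (45.8%, Wilson 95% interval 41.3 to 50.3), and after 36 hr 1361 of 3098 (43.9%, 42.2 to 45.7). The remaining genes rose. The share from 24 to 36 hr was 40.4% to 55.3% when 1 array was left out, the highest without late 24 hr replicate 3. It was 65.0% with the values the authors normalized, 59.5% with the processed signals of Feature Extraction (53.8% after 36 hr) and 40.7% with the correction of Cy5 bleaching (36.4% after 36 hr). On the late arrays, which do not depend on the joining, the genes over 2-fold at 24 hr were 231 lower and 203 higher. At 48 hr they were 369 and 359, at 72 hr 524 and 699, at 96 hr 624 and 1068, and at 120 hr 774 and 1347.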

Genes with a strongest response had a tendency to be activated or suppressed earlier than genes with a weaker response. 

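Across the 6092 responders, the size of the largest change and the response time had a Spearman rho of -0.408 (n = 6092 genes, which are not independent replicates). The median response time was 36.8 hr. It was 19.4 hr in the 1523 genes with the largest changes and 63.8 hr in the 1523 with the smallest. Among falling genes rho was -0.463 with a median of 46.8 hr, and among rising genes -0.362 with a median of 23.9 hr. A larger change crosses a fixed level sooner by construction, so that part of the correlation needs no difference in kinetics. Measured to 2-fold in place of 1.5-fold, rho was -0.444. The values the authors normalized gave -0.279 and the correction of Cy5 bleaching -0.524.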

Earliest effects were suppression of TFs *Foxd3*, *Mybl2*, *Zic3*, *Klf2*, and *Nr0b1*. 

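Foxd3 changed by -0.65 at 3 hr (adjusted p 0.477, n = 2 against 2, limma), -1.38 at 6 hr (0.00635) and -2.03 at 24 hr (2.11e-05) on the log2 scale, with a response time of 2.72 hr. Nr0b1 changed by -0.47 at 6 hr (0.0433) and -1.39 at 12 hr (3.87e-04), response time 6.76 hr. Klf2 changed by -0.60 at 6 hr (0.0475) and -1.03 at 12 hr (0.0112). The Klf2 probe shared with the late arrays changed by -0.41 at 6 hr and -0.81 at 12 hr, with a response time of 8.59 hr. Mybl2 rests on a variable start of 1.78 ± 0.79 (SD, n = 2): its change was -1.46 at 3 hr (adjusted p 0.733) and -0.18 at 24 hr (0.766), while the late arrays gave -1.36 at 24 hr and -2.18 at 120 hr (2.35e-07).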

Later but still within 12 hr we observed activation of TFs that are expressed in trophectoderm (*Eomes, Cdx2, Gata2, Irx3*). 

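Gata2 rose by 0.73 at 12 hr (adjusted p 0.0419, n = 2 against 2) and 1.13 at 24 hr (7.61e-04) on the log2 scale, and by 4.51 at 120 hr on the late arrays (9.85e-19, n = 3 against 3). Irx3 rose by 0.56 at 12 hr (0.0778) and 4.13 at 120 hr. Their response times were 9.82 hr and 12.6 hr. The array probe of Cdx2, which the paper describes as unresponsive, changed by -0.22 at 12 hr (0.276) and 0.12 at 24 hr (0.454). Eomes is not analysed here.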

Interestingly, genes that are considered important for pluripotency in ES cells (*Sox2, Nanog, Klf4, Zfp42*) responded with a considerable delay (> 24 hr).

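Response times were 31.2 hr for Sox2, 49.9 hr for Nanog, 70.8 hr for Zfp42 and 9.17 hr for Klf4. Sox2 changed by -0.24 at 24 hr on the early arrays (adjusted p 0.242, n = 2) and by -4.25 at 120 hr on the late arrays (4.68e-14, n = 3). Zfp42 reached -0.90 at 72 hr (6.82e-09). Klf4 changed by -0.50 at 6 hr (0.0432) and -0.66 at 12 hr (0.0260) and by -0.19 at 24 hr (0.187). A second and brighter Klf4 probe of the early arrays changed by -0.63 at 24 hr (SE 0.15). The time of Klf4 is that of its first crossing of 1.5-fold, before the smaller change at 24 hr. It rests on a single array and was 36.1 hr without early 0 hr replicate 1. On the late arrays Klf4 changed by -1.73 at 24 hr already (1.03e-06), and for the shared probe the difference from the early arrays at 24 hr was itself past the threshold.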

**Figure 2:**
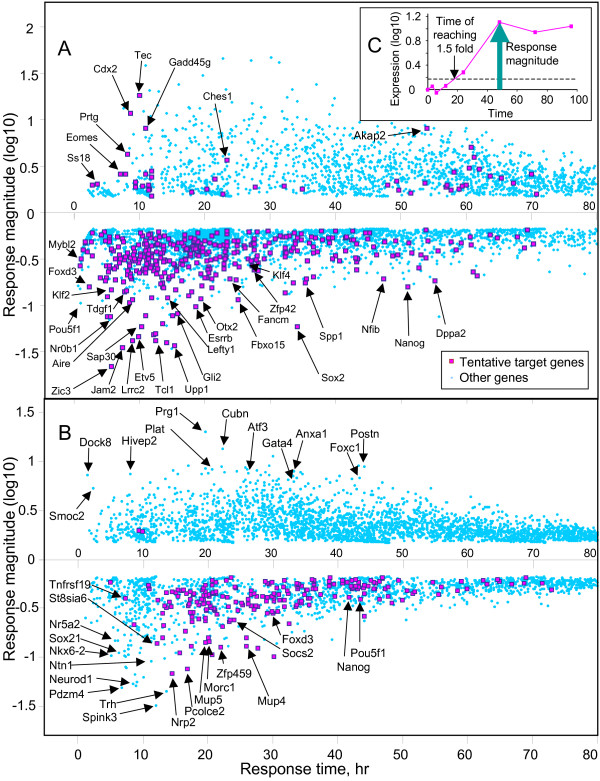
**Gene expression responses to the suppression of *Pou5f1 *(A) or *Sox2 *(B) expression in ES cells.** Time and magnitude of responses were estimated from the time course microarray data using 1.5-fold expression changes as a threshold (C), and then used as coordinates in a scatter-plot. Tentative target genes were identified as shown in Fig 1.

Gene expression profiling of ES cells after suppression of *Sox2 *was carried out using the same protocol (Tet-inducible transgene cell line 2TS22C; the same array platform) as the experiment on *Pou5f1 *[16]. Thus, results on *Sox2 *(Fig. 2B, Additional file 6) were fully compatible with that for *Pou5f1 *experiment.

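Over 2-fold at an adjusted p of 0.05, the joined series held 7 genes at 3 hr, 353 at 6 hr, 105 at 12 hr, 757 at 24 hr, 1180 at 48 hr, 1780 at 72 hr, 2181 at 96 hr and 2633 at 120 hr. Rising genes made up 337 of those at 6 hr, 629 at 24 hr and 1845 at 120 hr. The count at 6 hr exceeds that at 12 hr. With the correction of Cy5 bleaching it was 4 at 6 hr and 30 at 12 hr, and with the values the authors normalized 31 and 58. At 12 hr the count was 489 without 12 hr replicate 1 and 33 without replicate 2. The Sox2 arm of the comparison is not analysed here.

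**Figure D2:**
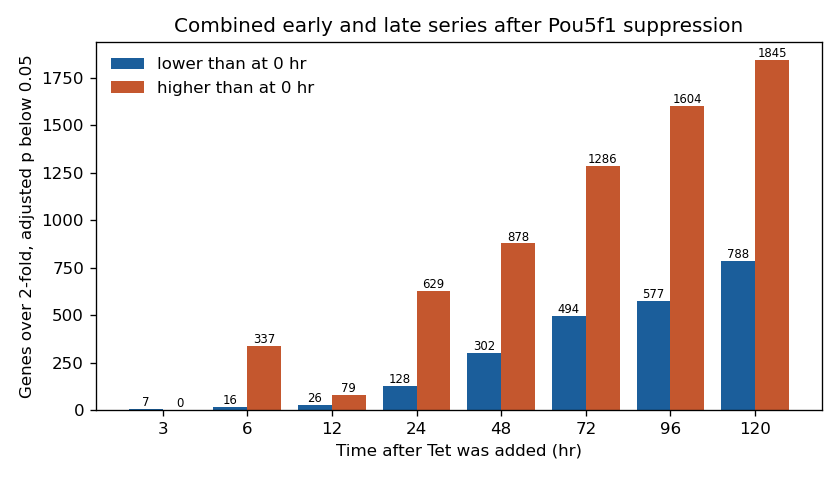
Genes over 2-fold from 0 hr at each time after addition of Tet in the joined series. The x axis is time in hr and the y axis the number of genes, with genes that are lower and genes that are higher drawn as separate bars. The number of higher genes is 337 at 6 hr, 79 at 12 hr and 629 at 24 hr, and grows to 1845 at 120 hr against 788 lower genes.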

The proportion of genes that responded to the suppression of *Pou5f1 *and *Sox2 *increased in a similar manner over time (Fig 3A), and the proportion of common genes also increased with time (Fig. 3A, B). Principal Component Analysis (PCA) showed that gene expression response to *Pou5f1 *and *Sox2 *suppression was similar when projected on the first principal component (PC1) (Fig 3C). 

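A principal component analysis of the 6092 responders over the 9 mean profiles of the Pou5f1 experiment put 82.3% of the variance on PC1 (jackknife SE 5.48) and 9.36% on PC2. Simulated arrays without any change, for the same 6092 genes and with no new selection, put 44.5% on their first component. PC1 scores rose with every step of time: -42.1 at 0 hr, -37.3 at 3 hr, -32.4 at 6 hr, -29.4 at 12 hr, -10.1 at 24 hr, 12.3 at 48 hr, 34.0 at 72 hr, 47.8 at 96 hr and 57.3 at 120 hr. The Sox2 samples are not analysed here.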

PC1 seems to represent a transition of ES cells from a pluripotent state to more differentiated states because it is associated with a decreased expression of ES cell specific genes (e.g., *Nanog*, *Zfp42*, *Nr0b1*, *Tcl1*, *Dppa3*, *Klf4*, *Jarid2*), and increased expression of genes related to differentiation (e.g., *Esx1*, *Gata2*, *Gata6*, *H19*, *Hoxa1*, *Msx2*, *Plat*, keratins). 

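Ranked by PC1 loading from falling to rising, Tcl1 stood at percentile 0.0739 of the responders, Nr0b1 at 0.304, Nanog at 0.878, Jarid2 at 1.32, Dppa3 at 1.53, Klf4 at 5.28 and Zfp42 at 23.1. At the other end were Gata2 at 99.7, Esx1 at 98.9, Plat at 98.2, H19 at 97.5, Msx2 at 89.98 and Gata6 at 55.6. Of 5 keratin genes among the responders, Krt7, Krt18 and Krt19 had rising loadings, and Krt13 and Krt17 falling ones. Gata6 peaked at 1.57 on the log2 scale at 48 hr (SE 0.14), while Esx1 reached 3.07 at 96 hr (SE 0.15) and H19 2.63 at 120 hr (SE 0.11). From the genes at the ends of this component, the paper proposes that it follows the transition from a pluripotent to more differentiated states.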

The second principal component (PC2) represented minor fraction of genes that responded differentially to the suppression of *Sox2 *and *Pou5f1 *(Fig. 3D).

**Figure 3:**
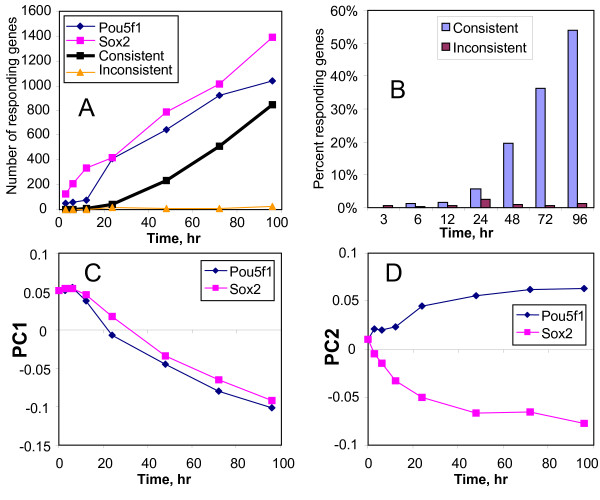
**Comparison of gene expression responses to suppression of *Pou5f1 *and *Sox2*:** (A) number of genes with > 2 fold change in gene expression after suppression of *Pou5f1 *and *Sox2*; (B) proportion of genes with consistent responses (i.e., common genes whose expression changed in the same direction) and inconsistent responses (i.e., common genes whose expression changed in the opposite direction) to *Pou5f1 *and *Sox2 *suppression among the combined list of genes that responded by > 2 fold to either of these transcription factors; (C-D) Principal Component Analysis (PCA) of gene expression response to the suppression of *Pou5f1 *and *Sox2 *based on combined data.

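The Nanog overexpression experiment was measured on 12 arrays (NIA Mouse 44K Microarray v2.1) of 4 lines: a clone with an integrated Nanog transgene, a clone with an episomal one, and the parental line of each. Each line was measured once with LIF, once without LIF and once with 1 µM retinoic acid (RA), with Cy3 for the sample and Cy5 for the Universal Mouse Reference. The median Cy3 signal was 531 to 662 (median 588) over a background of 375 to 387, and 1.78% to 5.07% of gene probes read below the negative controls. No condition has a replicate, so the test compares each transgenic array with the parental array of the same background and medium, as 6 pairs. The residuals of the arrays of a pair correlated with r of 0.36 to 0.71. The pairs of 1 background share a clone, and the test treats them as independent, which makes its p-values smaller than 2 clones warrant.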

We did not have (Tet)-inducible *Nanog *ES cells, and thus had to use the following three experimental results: (i) time course (1 to 7 days) of shRNA-mediated knockdown in ES cells [5], (ii) shRNA-mediated knockdown of *Nanog *in ES cells [1], and (iii) stable over-expression of *Nanog *performed in our laboratory (see Materials and methods). The first data set was analyzed in a way similar to the *Pou5f1 *data set; however because the experiment was done without replications we combined data points (data from day 3 and 4, and data from day 5, 6, and 7) as replications for statistical analysis (Additional file 7). Combined data points showed similar gene expression profiles based on Principal Component Analysis (PCA) (data not shown). In the latter 2 data sets, we classified genes only based on expression change (positive vs. negative, and > 2 fold change vs. < 2 fold change), and used these classes for estimating the FDR (Additional files 8, 9). 

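Of 37054 genes tested over the 6 pairs, 2 passed an adjusted p of 0.05 with 1.5-fold (limma, two-sided). They are Phip (-0.68 on the log2 scale) and a transcript without a gene name (-0.67), both lower in 6 of 6 pairs at an adjusted p of 0.0293. At unadjusted p 0.05 there were 7235 genes, 4578 of them lower. By sign alone, of the 36930 genes with a value in every pair 2812 were lower and 1730 higher in all 6 pairs, where 3.125% of the genes are due on both sides together for independent arrays. By size alone, 91 genes were over 2-fold lower and 81 over 2-fold higher on average. The clones differ in this: the 3 integrated pairs alone gave 1511 genes (911 lower, 600 higher) and the 3 episomal pairs alone 0 genes (3070 at unadjusted p 0.05). Leaving out 1 pair gave 0 to 44 genes.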

When we combined these 3 data sets, the direction of gene response was inverted for the experiment with *Nanog *over-expression to make it compatible with other data, and genes showing contradictory change were ignored. Because data on *Nanog *was obtained with different methods than on *Pou5f1 *and *Sox2*, it should be interpreted with caution.

It is important to note that genes affected by the alterations of *Pou5f1*, *Sox2*, and *Nanog *expression contain not only primary (direct) targets of these TFs, but also secondary/tertiary targets as shown previously [2].

### 2. Data set of genome-wide Chromatin IP

We used genome-wide ChIP data of POU5F1 and NANOG, published by Loh et al. [1]. All raw data were remapped to the mouse genome sequences and analyzed with the genome annotation using components of CisView software, which includes information on the transcription start sites (TSSs) [17]. As we pointed out in our previous work [2], some known POU5F1 target genes were missed in the POU5F1-target gene list assembled by Loh et al. [1] partly due to the use of a stringent criteria (i.e., ≥ 4 ditags). We therefore decided to use both POU5F1 and NANOG ChIP data, when we searched for POU5F1 target or NANOG target. Significant co-localization of POU5F1, SOX2, and NANOG binding sites have been clearly shown recently by ChIP-chip analysis [6]. In mouse, the strength of NANOG binding (measured by the number of ChIP-PET ditags) was positively associated with the strength of POU5F1 binding to the same region according to our re-analysis of ChIP data [1] (Additional file 10). Our analysis of TF binding motifs in DNA regions identified by ChIP [1] showed that ChIP-NANOG regions (isolated with NANOG antibody) had a high abundance of OCT-SOX composite binding motifs also known as HMG/POU cassettes [9,10] (Additional file 7). This finding also confirms co-localization of POU5F1, SOX2, and NANOG binding sites. Moreover, ChIP-NANOG regions that did not overlap with any ChIP-POU5F1 regions also had an increased abundance of OCT-SOX composite binding motifs (Additional file 7). This indicates that NANOG binding can be used as additional evidence of POU5F1 and SOX2 binding and vise versa. Therefore, it is reasonable to use a combination of POU5F1 and NANOG ChIP data for finding POU5F1 targets. For example, in the original ChIP-PET analysis by Loh et al., only binding sites with ≥ 4 ditags were considered reliable [1]. In contrast, in our modified approach we could utilize POU5F1 binding sites with only 2 or 3 ditags on condition that they had additional NANOG ditags. This approach increases the sensitivity of finding TF binding sites, but it may have a down side of possibly being too inclusive.

We also used genome-wide ChIP data for SOX2 obtained from human ES cells [18]. However, the human ChIP data were analyzed separately and used only to provide additional gene list for SOX2 targets (see the section 5 below for the details).

### 3. Evaluating the ChIP-binding sites with a score of potential function (SPF)

Presence of a ChIP-binding site of a TF in the promoter of a gene is not yet an evidence of transcription regulation because TF binding may be related to other cellular functions or may be not functional at all. To evaluate the potential functionality of POU5F1 binding sites in transcription regulation we developed a score of potential function (SPF), which was estimated using an ad hoc equation:

(1) SPF = [*N*_1_^*a *^+ (*b*·*N*_2_)^*a*^]·[max(*D*, 1000)/10000]^*c *^+ *d*·*X*,

where *N*_1 _and *N*_2 _are the number of ChIP-PET ditags for POU5F1 and NANOG (data from [1]), respectively, *D *is the distance from binding region to TSS, *X *= 1 for CpG-rich regions and 0 otherwise, and *a*, *b*, *c*, and *d *are adjustable parameters. As we discussed above, we used data on NANOG binding so that it can provide additional evidence of binding site function. 

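On the late arrays Nanog changed by -0.14 on the log2 scale at 24 hr (adjusted p 0.420, n = 3 against 3, limma), -0.68 at 48 hr (2.82e-04), -1.92 at 72 hr (1.55e-09) and -2.79 at 120 hr (8.51e-12). On the early arrays it stayed between 0.05 and 0.16 at all 4 times (n = 2). The Sox2 arm is not analysed here.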

Expression levels of *Nanog *changed > 48 hr after *Pou5f1 *suppression; thus, the training sets did not contain genes which responded to *Pou5f1 *suppression indirectly via the effect of *Nanog*, and the use of NANOG binding could not affect SPF in favor of indirect effects. The SPF was optimized to best separate between the training set of genes that responded to *Pou5f1 *suppression and control set of genes that were not affected by *Pou5f1*. 

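The paper's training table holds 780 down-regulated names, 691 of them on both arrays, and 518 up-regulated names, 402 of them on both arrays. In the joined series, 592 of the 691 were responders that fell and 49 were responders that rose, and 461 fell by over 2-fold. Of the 402, 394 rose and 379 rose by over 2-fold. These lists were chosen by the study from the same arrays, so the counts are not independent evidence.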

We used 2 training sets of genes that were down-regulated (*N *= 782) and up-regulated (*N *= 519), respectively, by at least 2 fold and responded non-transiently to *Pou5f1 *suppression within the time window from 6 to 48 hr (Additional file 11). Genes that responded earlier than 6 hr may have been affected by other factors besides the gradually decreasing amount of POU5F1 protein, and genes that responded later than 48 hr are more likely to be affected indirectly. The control set of genes (*N *= 3048, Additional file 11) contained genes with medium- or high-quality promoters [17] represented by a responsive oligo in the microarray, which did not respond to *Pou5f1 *and had no differential expression between ES and TS cells [19]. Adjustable parameters were changed to maximize the *t*-statistics for the difference in average SPF values between the training and control set of genes (see Methods for details). To avoid circular reference by estimating SPF for genes in the training and control set with parameters optimized for the same genes, we used the bootstrap resampling method [20]. Scores for POU5F1 binding sites were positively affected by the number of ChIP ditags and negatively affected by the distance from TSS and by CpG richness of the sequence (Additional file 12). Down-regulated genes were more widely separated from control genes by their average SPF than up-regulated genes based on *t *statistics (Additional file 12). Characteristics of binding sites with highest SPF for each gene are given in Additional files 13 and 14.

### 4. Identification of Tentative Target Genes (TTGs) for POU5F1

We developed a novel algorithm to identify direct targets of a TF by first separating genes that responded to TF-manipulation into groups according to their expression patterns: direction (up-regulation vs. down-regulation), magnitude (> 2 fold vs. < 2 fold change) and time (in 12 hr intervals) of response. We then applied the FDR criterion to each group individually (Fig. 1). Genes with transient response were handled separately from genes with constitutive response. FDR was estimated in two steps: first *p*-values were estimated for each gene on the basis of the SPF of a binding site in the promoter and cumulative probability distribution of SPF for binding sites in promoters of control genes. The probability distribution of SPF in the control set of genes was approximated by a linear function log_*e*_(*p*|SPF > *x*) = *a *+ *b·x *(Additional file 15), and then the regression was used to calculate *p*-values. FDR was then calculated in each group of genes as described [21]. Numerical examples showing the advantage of this approach are given in the Methods section.

Assuming that we can tolerate up to 20% of false positives, we set FDR threshold to 0.2 and identified 420 TTGs of POU5F1 (Fig 2A, Additional file 4). The list of genes included the majority of known POU5F1 targets (*Sox2*, *Nanog*, *Zfp42*, *Klf4*, *Esrrb*, *Utf1*, *Lefty1*, *Otx2*, *Spp1*, *Upp1*, *Fbxo15*, *Dppa5*, *Cdyl*, *Cdx2*), which supports the validity of our analysis. 

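Of the 14 genes, 11 fell and were responders in the joined series: Sox2, Nanog, Zfp42, Klf4, Utf1, Lefty1, Otx2, Spp1, Upp1, Fbxo15 and Dppa5. The median largest change of the 13 genes other than Cdx2 was -2.51 on the log2 scale. Otx2 changed by -2.96 (SE 0.07, adjusted p 2.27e-18), Upp1 by -4.57 (8.18e-19) and Fbxo15 by -2.68 (6.71e-12). Spp1 changed by -2.70 (2.11e-12), with -0.06 on the early and -1.79 on the late arrays at 24 hr. Esrrb stayed under 1.5-fold (-0.36, F test adjusted p 0.0248) but passed with the processed signals of Feature Extraction (-0.84). Cdyl also stayed under 1.5-fold, and the Cdx2 probe did not fall.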

Although one-fifths of these TTGs are in theory false positives due to FDR ≤ 0.2, we believe that this is the best result we can obtain with the current technology and uniform data analysis applied to all the genes. Some genes with strong response to *Pou5f1 *were not included in the list of TTGs (e.g., *Fgf4*), because the FDR values were slightly above the accepted threshold. 

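Fgf4 was close to the threshold on these arrays. Its largest change in the joined series was -0.60 on the log2 scale at 48 hr (SE 0.08, F test adjusted p 1.49e-05), with a response time of 42.8 hr. It was -0.40 at 24 hr on the early arrays with another probe (adjusted p 0.0233, n = 2) and -0.37 at 48 hr on the late arrays (0.00207, n = 3). With the correction of Cy5 bleaching the largest change was -0.30, and Fgf4 was no longer a responder.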

We, therefore, assembled an additional list of 65 genes (Additional file 16) that are likely to be targets of POU5F1 although they did not pass our statistical criteria. These genes had either relatively low FDR values or additional evidence of their regulation by *Pou5f1*.

A list of target genes identified in this paper matched reasonably with lists of genes identified in earlier studies. Of 420 TTGs identified for *Pou5f1*, 82 genes overlapped with a list of genes identified in Matoba et al. [2], and 125 genes overlapped with a list of genes identified in Loh et al. [1] (Additional file 17). TTGs that were identified in earlier studies, but not identified in the current study fell into two categories: (i) TTGs that had weak binding sites; and (ii) TTGs that did not respond significantly to *Pou5f1 *manipulation in our experiment, as judged by the distribution of a simple score estimated as a product of SPF and absolute magnitude of gene expression response to *Pou5f1 *suppression (Additional file 18). The scores for TTGs identified in this paper were substantially higher than those for non-matching genes from the earlier papers, indicating that the current list of TTGs was high quality. Furthermore, there was significant overlap between TTGs identified in the current work and TTGs identified in the previous meta-analysis of gene expression in ES cells [22]: out of 83 genes with current gene symbols, 33 genes were identified as TTGs of POU5F1 in the current work.

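Of the TTGs that the paper lists as falling, 323 were on both arrays here, and 262 of them were responders by falling, 27 by rising, and 34 did not respond. Of those listed as rising, 33 were on both arrays: 26 rose, 1 fell and 6 did not respond. With p-values adjusted over the list alone, 262 of the falling list fell and 28 rose, and 26 of the rising list rose. Genes that fell made up 83.2% of all TTGs that responded, from either list. The median change of the falling list on the early arrays was -0.04 at 3 hr, -0.08 at 6 hr, -0.21 at 12 hr and -0.50 at 24 hr, and it continued to -0.89 at 48 hr and -1.05 at 120 hr in the joined series. At 3 hr 197 of 323 genes lay under 0, and at 72 hr 300. The study chose these genes for their response on the same arrays, so the shares are not independent evidence of direction.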

Interestingly, we found that *Pou5f1 *functions mostly as a positive regulator of target gene expression in ES cells: among 420 TTGs of POU5F1, the majority (*N *= 372; 88.6%) were down-regulated after *Pou5f1 *suppression and only 48 TTGs were up-regulated (Fig. 2A). This was a surprise, because *Pou5f1 *is thought to suppress the expression of genes associated with cell differentiation. To address this issue, we analyzed 420 POU5F1-TTGs and 65 additional TTGs (from Additional file 16) based on Gene Ontology (GO) terms (Additional file 19) and literature (PubMed) and found 4 major categories for positive regulation and 1 category for negative regulation (Fig. 4). 

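Among the 64 genes of this group in Fig. 4, 57 were on both arrays, and 49 of these fell as responders, with a median largest change of -1.37 on the log2 scale for the group. Klf3, Igfbp2, Htra1 and Tcf3 rose, and Sall4, Rest, Cdyl and Jmjd1a did not respond. The study selected the group for its response on these arrays.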

One notable category among genes activated by *Pou5f1 *was the "suppressors of cell differentiation," which was comprised of many known and hypothetical transcriptional repressors and signaling repressors (Fig. 4). These include polycomb genes such as *Suz12 *and *Phc1*, which are known to repress genes associated with differentiation in ES cells [23]. 

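Suz12 changed by -0.79 at 24 hr on the early arrays (adjusted p 0.00113, n = 2) and -0.74 at 96 hr on the late arrays (2.94e-07, n = 3). Phc1 changed by -0.85 (0.00788) at 24 hr and -1.02 (3.71e-10) at 72 hr. Their response times in the joined series were 15.3 and 11.5 hr, where Phc1 has another probe than on the early arrays given here.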

Zinc finger TFs are also known as suppressors of gene expression [24,25]. For example, *Klf4 *directly suppresses the expressions of *p53 *[26], *HDC *(*Hdc*) [27], and *Sp1 *[28], although *Klf4 *also activates a number of genes, including *Lefty1 *[29]. 

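Zfp57 changed by -0.94 on the log2 scale at 120 hr of the joined series (SE 0.08, F test adjusted p 1.21e-08) and Zfp74 by -2.0 (SE 0.14, 8.46e-10). At 24 hr on the early arrays Zfp74 stood at -1.42 (adjusted p 1.75e-04, n = 2). Zfp459 was on the early arrays only, with -0.10 at 12 hr (0.727) and -1.83 at 24 hr (1.56e-04).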

Some of zinc finger TFs activated by *Pou5f1 *(e.g., *Zfp57*, *Zfp74*, *Zfp459*) have KRAB domains, which are involved in gene-silencing and heterochromatin formation [30]. Some chromatin remodeling proteins are also known for suppressing gene expressions [31]. For example, *Dnmt3b *is a de novo DNA methyltransferase which can contribute to transcription silencing, although the gene seems dispensable for pluripotency maintenance [32]. 

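Dnmt3b first rose on the late arrays, by 0.89 at 24 hr (adjusted p 9.75e-07, n = 3) and 0.64 at 48 hr (2.56e-05), and then fell to -0.55 at 120 hr (6.46e-05). The early arrays gave 0.10 at 24 hr (n = 2), so that the shift at 24 hr takes the later values of the joined series down, to -1.35 at 120 hr (SE 0.11).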

*Cdyl *is a transcriptional co-repressor which is active via its CoA-pocket domain [33]. 

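Cdyl was not a responder in the joined series, with a largest change of -0.45 at 72 hr (SE 0.11, F test adjusted p 0.0235). On the early arrays it changed by -0.40 at 24 hr (adjusted p 0.0212, n = 2), and on the late arrays by 0.04 at 96 hr (0.805, n = 3). The early change was -0.32 (0.0885) with the correction of Cy5 bleaching. With the values the authors normalized the joined change was -0.86 and Cdyl passed the threshold, as it did with the processed signals of Feature Extraction (-0.86).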

TFs with Jumonji domain (*JmjC*) function as histone demethylase and modulate the chromatin status [34]. 

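Id3 changed by -1.05 at 12 hr (adjusted p 0.00139, n = 2) and -1.65 at 24 hr (2.11e-05) on the early arrays. On the late arrays it stood at -0.38 at 24 hr and then rose, by 1.11 at 48 hr (1.76e-09, n = 3) and 2.34 at 96 hr (4.13e-14). Id4 changed by 0.01 at 24 hr on the early arrays and by -1.32 at 120 hr on the late arrays (5.58e-07). In the joined series its change was -0.72, and with the correction of Cy5 bleaching it was -0.51 and under the threshold. Id1 was on the early arrays only, where it rose to 0.56 at 6 hr (0.228) and was at -0.61 at 24 hr (0.0752). With the values the authors normalized, Id1 was at -0.86 at 24 hr (0.0473), past the threshold.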

Inhibitors of helix-loop-helix TF binding (*Id1*, *Id3*, *Id4*) are also included in the list. The "suppression of cell differentiation" category (Fig. 4) also includes a number of inhibitors of cell signaling, such as phosphatases (*Dusp27*, *Dusp12*, *Inpp5d*), inhibitors of TGFbeta signaling (*Smad7*), WNT inhibitor *Sfrp1*, and IGF inhibitor *Igfbp2*. 

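Dusp27 changed by -3.05 (SE 0.08), Dusp12 by -2.24 (0.09), Inpp5d by -2.59 (0.12) and Smad7 by -1.07 (0.10) at 120 hr of the joined series, and Sfrp1 by -0.91 (0.07) at 12 hr. F test adjusted p-values were 1.79e-17, 1.64e-13, 1.49e-13, 1.64e-09 and 1.18e-10 in the same order. Dusp12 differs between the experiments at 24 hr, with -0.71 on the early and 0.25 on the late arrays. Igfbp2 rose on the early arrays, by 1.23 at 24 hr (adjusted p 0.0356, n = 2), and fell on the late arrays, to -1.27 at 120 hr (1.92e-10, n = 3). Its largest change in the joined series was the rise. With the correction of Cy5 bleaching its largest change was -1.13, a fall.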

Proteases are also included in the list: *Htra1 *inactivates TGFbeta signaling possibly via modification of ECM [35]; and ubiquitination-related genes (*Ubqln4*, *Ubl3*, *Ubxd4*, *Usp28*) may suppress gene activity via degradation of transcription-activation complexes. 

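Ubqln4, Ubl3 and Usp28 changed in the joined series by -1.52 (SE 0.14, F test adjusted p 4.55e-09), -1.52 (0.10, 2.12e-09) and -1.68 (0.16, 1.47e-08) on the log2 scale. Ubxd4, on the early arrays only, changed by -0.67 at 12 hr (adjusted p 0.0297, n = 2) and -1.50 at 24 hr (8.06e-05). Htra1 rose at every time on both sets of arrays, by 0.91 at 6 hr (0.128), and on the late arrays by 1.92 at 24 hr (1.33e-12, n = 3) and 1.67 at 120 hr (6.12e-13). With the correction of Cy5 bleaching its largest change in the joined series was -1.44.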

The *Pou5f1*, thus, seems to suppress the expression of genes associated with cell differentiation by positively regulating the "suppressors of cell differentiation."

**Figure 4:**
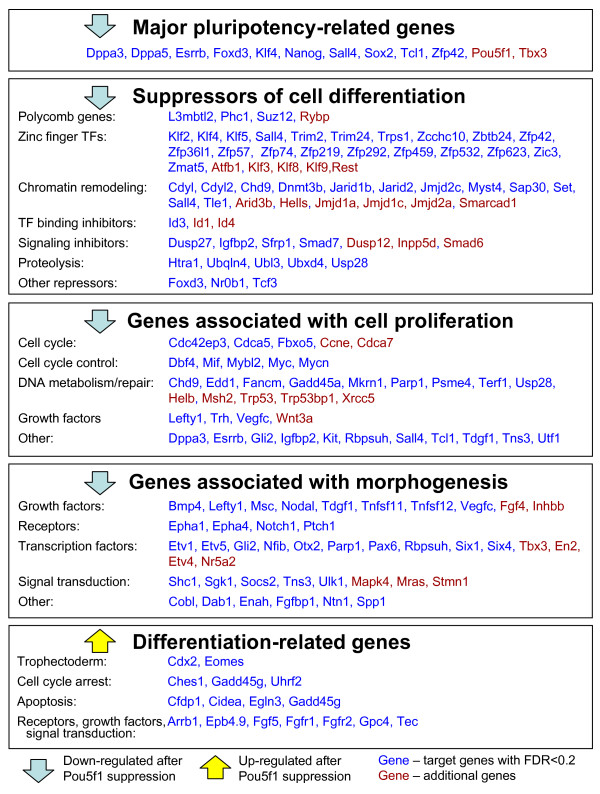
**Major functional groups of tentative target genes (TTGs) of POU5F1.** Genes in blue: genes that passed the criterion for TTGs (FDR < 0.2). Genes in red: additional genes that did not pass this criterion but are still likely to be targets.

Other groups of TTGs activated directly by POU5F1 are "major pluripotency-related genes", "genes associated with cell proliferation", and "genes associated with morphogenesis" (Fig. 4). The first group includes mostly known targets of POU5F1. Pluripotency-related genes, *Foxd3 *and *Sall4*, which are known for *Nanog *dependency [2,36], were also TTGs of POU5F1, because in our experiments they responded to *Pou5f1 *suppression long before the change of expression of *Nanog*. 

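Foxd3 changed by -1.83 at 12 hr (adjusted p 2.98e-04, n = 2), and on the late arrays, where n is 3, by -1.70 at 24 hr (1.92e-10) and -2.07 at 96 hr (1.79e-12). The Nanog signal did not pass the threshold on the early arrays at 12 hr (0.16) and 24 hr (0.05). Sall4 had a largest change of -0.17 in the joined series (SE 0.08, F test adjusted p 0.496) and was not a responder. From an order of response before Nanog, the paper concludes that these genes were TTGs of POU5F1.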

Germ line specific gene *Dppa3 *(*Stella, Pgc7*) was another new TTG of POU5F1. 

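Dppa3 fell by 2.03 on the log2 scale at 120 hr of the joined series (SE 0.07, F test adjusted p 3.32e-16), with a response time of 19.0 hr. The experiments differ at 24 hr, with -0.85 on the early arrays (adjusted p 7.12e-04, n = 2) and 0.04 on the late arrays (0.743, n = 3). The late arrays reached -0.87 at 48 hr (7.33e-08).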

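Mif changed by -0.81 at 48 hr (adjusted p 2.60e-07, n = 3) and -1.97 at 120 hr (1.57e-12) on the late arrays. Mycn changed by -0.45 at 12 hr on the early arrays (0.110, n = 2), and on the late arrays rose by 0.38 at 24 hr before falling to -0.65 at 120 hr (7.06e-04). Myc changed by -1.13 in the joined series at 24 hr (SE 0.11, F test adjusted p 8.01e-11), but on the late arrays it rose, by 1.68 at 48 hr (1.07e-10) and 1.88 at 72 hr (1.15e-11). Mybl2 was at -2.35 at 72 hr on the late arrays (1.52e-07). Of 39 genes of this group in Fig. 4, 38 were on both arrays, 30 fell, 5 did not respond, and Mkrn1, Helb and Igfbp2 rose.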

The group of "genes associated with cell proliferation" included major regulators of cell cycle (e.g., *Mif*, *Mybl2*, *Myc*, *Mycn*), DNA metabolism/repair genes, growth factors, and others, which are consistent with the earlier report [31]. *Mybl2 *(*b-Myb, Bmyb*) and *Myc *promote cell transition from G1 phase to S phase, and therefore contribute to the unique cell cycle structure (long S phase [37]) in ES cells [38,39]. The regulation of ES cell proliferation by *Tcl1 *has also been demonstrated previously [2]. 

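Of 42 genes of this group in Fig. 4, 39 were on both arrays, and 31 fell as responders in the joined series, with a median largest change of -1.35 on the log2 scale. Bmp4, Epha1 and Fgfbp1 rose. The group was chosen by the study from these arrays.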

Surprisingly, the group of "genes associated with morphogenesis", which included many embryonic growth factors, receptors, TFs, and signal transduction genes, appeared positively regulated by *Pou5f1*. Possibly, *Pou5f1 *is not the only transcription regulator of these genes because many of them remain active in developing embryo even after full silencing of *Pou5f1*.

In contrast, a small number of TTGs labeled as "differentiation-related genes" (e.g., *Cdx2 *and *Eomes*), was negatively regulated by *Pou5f1*. It has been shown that POU5F1 can block the transcriptional auto-activation of *Cdx2 *by CDX2 protein [36]. 

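Of the 15 genes of this group in Fig. 4, 10 were on both arrays and 9 of these rose as responders. The median largest change of the 10 was 1.49 on the log2 scale. The Cdx2 probe, which the paper calls unresponsive, was at 0.29 at 48 hr of the joined series (SE 0.10) and stayed under 1.5-fold. On the late arrays it stood at 0.41 at 48 hr (adjusted p 0.0184, n = 3). Eomes is not analysed here.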

Although these genes have POU5F1 binding sites identified by ChIP, the functionality of these sites as transcription repressors has not been confirmed experimentally. If these binding sites are indeed involved in repression of transcription, then this mechanism may complement other more generic mechanisms of repression of genes associated with differentiation. For example, *Arrb1*, *Cdx2*, *Cidea*, *Eomes*, *Fgf5*, and *Gadd45g *have bivalent chromatin domains (carrying both activating H3K4 tri-methylation and repressing H3K27 tri-methylation) [40], and thus can be repressed via polycomb genes.

Thus, the main function of POU5F1 binding to promoters is activation of target genes, whereas suppression of genes related to cell differentiation is mostly indirect and mediated by specialized gene silencing mechanisms, many components of which are activated directly by *Pou5f1*. The *Pou5f1 *may have additional molecular functions besides direct regulation of transcription (e.g., inactivation of CDX2 protein via direct binding with POU5F1 protein in heterochromatin [36]); however these effects are beyond the scope of this paper. POU5F1 can interact directly with transcriptional repression complexes in ES cells [41], but it is not clear to what extent this interaction involves sequence-specific binding of POU5F1 to DNA.

### 5. Identification of target genes for SOX2 and NANOG

Target genes for SOX2 and NANOG were identified using the same strategy as for POU5F1 (Fig. 1). Data sources used for this analysis are summarized in Additional file 1. Many TTGs of SOX2 and NANOG overlapped with TTGs of POU5F1 (Additional file 20). Similarly to *Pou5f1*, *Sox2 *and *Nanog *seem to function as activators of gene expression rather than repressors: 222 genes (99.1%) were activated by *Sox2 *(out of 224 TTGs), and 251 genes (81.0%) were activated by *Nanog *(out of 310 TTGs) (Additional file 21; This table does not include genes that are regulated indirectly or via protein-protein interaction, e.g. by inactivation of SMAD1 by NANOG [42]).

We also assembled a table of additional TTGs of SOX2 based on human ES cell data, because ChIP data for SOX2 in mouse ES cells are not available and we might have missed important genes. We used ChIP data for SOX2 in human ES cells [6] and microarray data in mouse ES cells after *Sox2 *suppression (> 2 fold change of gene expressions) [16]. A list of genes is available in Additional file 22 for readers who are interested in these additional genes, but these genes were not used for further analyses described below. A gene list may contain a proportion of false positives larger than 20%, because the target genes of these TFs do not necessary overlap between human and mouse ES cells [43,1].

### 6. Common target genes of POU5F1, SOX2, and NANOG

It has been shown that POU5F1, SOX2, and NANOG proteins co-occupy promoters of a substantial portion of their target genes in the analysis of ChIP-Chip data of human ES cells [6]. Consistent with this notion, new lists of TTGs identified in this paper based on both ChIP data and expression profiling data showed that out of 700 combined TTGs of POU5F1, SOX2, and NANOG, only 209 genes (29.9%) were affected by one of these TFs; other TTGs were affected by 2 or 3 TFs (Fig. 5A, Additional file 21). The majority of TTGs were down-regulated after suppression of *Pou5f1*, *Sox2*, and/or *Nanog *(*N *= 512, 73.1%), very few were upregulated (*N *= 74, 10.6%), and some had a mixed response (*N *= 114, 16.3%) (Fig. 5A).

**Figure 5:**
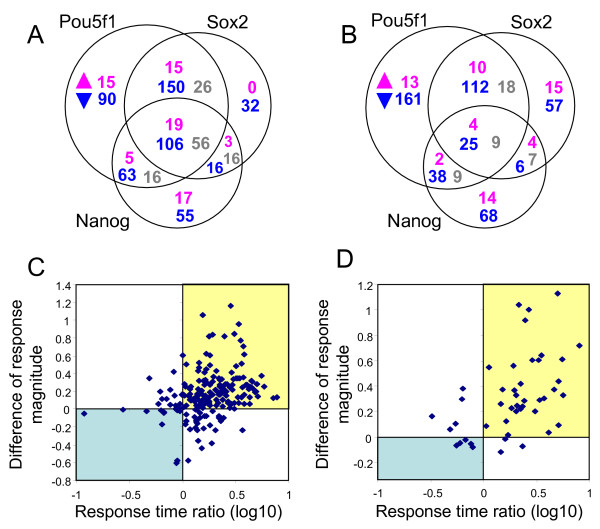
**Comparison of tentative target genes (TTGs) responding to the suppression of *Pou5f1*, *Sox2*, or *Nanog*.** (A) Venn diagram of combined TTGs of POU5F1, SOX2, and NANOG. Number of genes that were up-regulated (magenta), down-regulated (blue), or had a mixed response (gray) to the suppression of *Pou5f1*, *Sox2*, and *Nanog*. (B) The same Venn diagram as (A) after removing genes with possible indirect effects. (C) Comparison of gene responses to the suppression of *Pou5f1 *and *Sox2 *(TTGs of POU5F1 that were down-regulated after *Pou5f1 *suppression): response time ratio = log10(*t*_2_/*t*_1_) where *t*_1 _and *t*_2 _are response times to *Pou5f1 *and *Sox2 *suppression, respectively; difference of response magnitude = *m*_2 _- *m*_1_, where *m*_1 _and *m*_2 _are response magnitudes (log-ratios) to *Pou5f1 *and *Sox2 *suppression, respectively; genes in the blue quadrant responded more strongly and faster to *Sox2 *suppression than to *Pou5f1 *suppression, and genes in the yellow quadrant responded more strongly and faster to *Pou5f1 *suppression than to *Sox2 *suppression. (D) Comparison of gene responses to the suppression of *Pou5f1 *and *Nanog *(TTGs of *Pou5f1 *that were down-regulated after *Pou5f1 *suppression); notations are the same as in (C).

One of the concerns was that these common TTGs could have been erroneously identified, because *Pou5f1*, *Sox2*, and *Nanog *affect the expression of each other and thereby indirectly affects downstream gene expressions. To eliminate possible indirect effects, we used our observation that manipulation of each of these 3 genes changed the expression of other genes with a substantial delay (> 34 hr), which makes it possible to separate gene networks affected by each TF. 

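Under Tet, Sox2 changed on the late arrays by -0.26 at 24 hr (adjusted p 0.102, n = 3) and -1.42 at 48 hr (5.06e-08). Its time to 1.5-fold was 31.2 hr in the joined series, shorter than the delay the paper gives. It was 37.5 hr with the correction of Cy5 bleaching and 34.2 hr with the values the authors normalized. For Nanog the times were 49.9, 50.0 and 51.1 hr in the same order. From the delay between these genes, the paper states that the networks below each factor can be separated. Sox2 suppression is not analysed here.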

We plotted another Venn diagram where effects of *Pou5f1*, *Sox2*, and *Nanog *were counted only if target genes responded before the response time of other members within this group of 3 major TFs associated with ES cell pluripotency (Fig. 5B). Even after removal of these possible indirect effects, correlation between effects of *Pou5f1*, *Sox2*, and *Nanog *remained strong.

We also examined a possibility that these co-regulations occurred by chance. For example, the number of genes activated by both *Pou5f1 *and *Sox2 *(*N *= 137, Fig. 5B) was significantly higher than expected from permutation of 1729 genes with strong binding sites (with SPF > 95-percentile in control genes); expected overlap was only 43.61 genes (chi-square = 50.95, *p *< 0.001). Permutation was limited to genes with strong binding sites to avoid the possibility that apparent correlation between effects of *Pou5f1*, *Sox2*, and *Nanog *simply resulted from the use of the same ChIP dataset for selecting TTGs for these TFs. The number of genes activated by both *Pou5f1 *and *Nanog *(*N *= 63) was also significantly higher than expected from permutation (31.96 genes; chi-square = 10.43, *p *= 0.001). In contrast, co-activation of genes by *Sox2 *and *Nanog *appeared non-significant: only 31 genes were activated by both TFs versus expected 17.99 genes (chi-square = 3.51, *p *= 0.06). Effect of *Pou5f1 *and *Sox2 *was similar not only in activation but also in suppression of target genes. The number of genes suppressed by both *Pou5f1 *and *Sox2 *(*N *= 14) was statistically higher than expected from permutation (expected *N *= 1.23, chi-square = 10.75, *p *= 0.001). These genes included cell-cycle suppressor *Gadd45g*, FGF-signaling genes (*Fgf5*, *Fgfr2*), and TFs *Eomes *and *Dmrt1*.

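After Pou5f1 suppression, Gadd45g rose by 0.73 at 12 hr (adjusted p 0.0777, n = 2) and 3.16 at 120 hr on the late arrays (3.68e-14, n = 3), with a response time of 10.7 hr. Fgf5 rose by 0.88 at 12 hr (0.0216) and was at -0.37 at 24 hr (0.0696). Fgfr2 rose by 0.52 at 24 hr (0.0205), under 1.5-fold. With the correction of Cy5 bleaching the rise of Fgfr2 was 0.28 (0.536). The Dmrt1 probe of the paper's tables rose by 0.84 at 12 hr (0.0149) and 1.04 at 24 hr (7.31e-04) on the early arrays, while the probe shared with the late arrays reached -0.41 in the joined series (F test adjusted p 0.00802) and was not a responder. Eomes is not analysed here.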

Expression of TTGs of POU5F1, SOX2, and NANOG may be regulated by other factors as well. To distinguish genes that are predominantly regulated by *Pou5f1 *and *Nanog*, we analyzed the expression of TTGs in lineage committed cell types reported previously: mouse trophoblast stem cells (TS), neural stem cells (NS), and embryonic fibroblasts (MEF) [44,45,19]. *Pou5f1 *and *Nanog *are not expressed in these cell types. However, *Sox2 *is expressed in NS and TS (lower expression levels than in ES cells), but is not expressed in MEF. We expected that genes that are predominantly regulated by *Pou5f1 *and *Nanog *will change their expressions in these cell types in the same direction as in the ES with suppressed expression of *Pou5f1 *or *Nanog*. Out of 700 TTGs, 383 were consistently down-regulated and 94 were consistently up-regulated in lineage-committed cells (Additional file 21). In the former group 92.7% genes were down-regulated after suppression of either *Pou5f1 *(*N *= 324) or *Nanog *(*N *= 159), and in the latter group only 42.6% genes were up-regulated after suppression of *Pou5f1 *(*N *= 33) or *Nanog *(*N *= 18). In total, we found 395 TTGs that were expected to be predominantly regulated by *Pou5f1 *and *Nanog*, and the majority of them (*N *= 355) were activated by these TFs (Additional file 21).

### 7. Differential effects of *Pou5f1*, *Sox2 *and *Nanog *on their TTGs

Although *Pou5f1*, *Sox2*, and *Nanog *cooperate strongly in their effects on target genes, their roles may not be equal. For example, *Sox2 *is dispensable in activation of several known gene expression enhancers with OCT-SOX composite binding site [16]. Thus, we wanted to check if the same was true for other genes activated by *Pou5f1*. Among 378 TTGs of POU5F1 that were down-regulated after *Pou5f1 *suppression, 131 were not affected by *Sox2 *suppression, and 148 responded more weakly and with delay compared to their response to *Pou5f1 *suppression (Fig. 5C, upper right quadrant). Some genes from the latter set may be affected by *Sox2 *only indirectly via *Pou5f1 *suppression; however testing this hypothesis would require further study. Only 12 genes responded to *Sox2 *suppression more strongly and faster compared with their response to *Pou5f1 *suppression (Fig. 5C, lower left quadrant).

Similarly, out of 378 TTGs of POU5F1 that were down-regulated after *Pou5f1 *suppression, 237 were not affected by *Nanog*, and 33 responded to *Nanog *suppression weaker and with delay compared to their response to *Pou5f1 *suppression (Fig. 5D, upper right quadrant). 

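In the 6 pairs of transgenic and parental arrays, Pou5f1 differed by 0.30 on the log2 scale (SE 0.34, exact two-sided sign-flip p 0.594, adjusted p 0.677), higher in 3 pairs and lower in 3. The pair differences were 0.67 with LIF, -0.74 without LIF and -0.17 with RA for the episomal clone, and 0.61, -0.52 and 1.93 for the integrated clone. Without the integrated RA pair the mean was -0.03. Each pair is 1 array against 1, so a change smaller than the spread of the pairs would not be seen. From a Pou5f1 level that it gives as unchanged, the paper proposes a partial explanation for the small number of genes that respond to Nanog. The Nanog knockdown is not analysed here.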

Small number of genes responding to *Nanog *manipulation can be partially explained by the fact that suppression of *Nanog *did not change the expression of *Pou5f1 *in both knockdown and overexpression experiments, and therefore, there were no indirect effects mediated by *Pou5f1*. Only 5 genes responded to *Nanog *suppression more strongly and faster compared to their response to *Pou5f1 *suppression (Fig. 5D, lower left quadrant). 

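After Pou5f1 suppression, these growth factor genes moved in different ways on the early and late arrays. Bmp4 rose by 1.59 at 6 hr (adjusted p 0.0496, n = 2) and fell by 0.99 at 48 hr on the late arrays (2.85e-07, n = 3). Spred2 was at 0.60 at 24 hr (0.0211) and -1.23 at 72 hr (3.37e-08), and Spry4 at -0.56 (0.0149) on the early and 0.23 on the late arrays at 24 hr. The differences at 24 hr of Bmp4, Spry4, Spred2 and Igfbp2 between the experiments are past the threshold. Under the correction of Cy5 bleaching the largest changes of Bmp4 and Spred2 in the joined series were falls, -1.15 and -0.72. At 24 hr on the early arrays it left Spry4 at -0.21 (adjusted p 0.541) and Spred2 at 0.35 (0.214). In the 6 Nanog pairs Bmp4 differed by -0.02 (higher in 3), Spred2 by -0.24 (lower in 5), Spry4 by 0.14 (higher in 5) and Igfbp2 by -0.14 (lower in 5), with adjusted p-values of 0.976, 0.177, 0.393 and 0.435. Nanog suppression is not analysed here.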

Genes that responded more strongly (but not necessary faster) to *Nanog *suppression compared to *Pou5f1 *suppression (*N *= 13) were enriched in genes associated with growth factor activity (*Bmp4*, *Spred2*, *Spry4*, *Igfbp2*). Thus, although *Pou5f1*, *Sox2*, and *Nanog *cooperate in activation of TTGs, *Pou5f1 *plays the major role in this cooperation, whereas *Sox2 *and *Nanog *generally have a weaker effect. However, there were exceptions from this general rule because some genes were affected more strongly by *Sox2 *or *Nanog *than by *Pou5f1*.

Examples of differential effects of *Pou5f1*, *Sox2*, or *Nanog *on their TTGs are given in Fig. 6. 

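In the 6 pairs of transgenic and parental arrays, Dnmt3b differed by 0.13 (higher in 4 pairs), Foxd3 by 0.22 (4), Id4 by -0.10 (2), Jmjd2c by -0.06 (3) and Suz12 by 0.14 (5). Esrrb differed by 0.11 (5), Sfrp1 by 0.05 (3), Tdgf1 by 0.27 (3) and Zfp42 by 0.52 (5). None passed the threshold in limma, with adjusted p-values of 0.391 for Foxd3, 0.242 for Esrrb and 0.261 for Zfp42. The clones differ for Zfp42 (integrated 1.09, episomal -0.05, adjusted p of the difference 0.0341), and the 3 integrated pairs alone called it. For Jmjd2c they have opposite signs in all pairs (0.27 and -0.39), a difference that did not pass. By the lists of Fig. 6, 13 of 23 genes described as activated by Nanog were higher on average, 7 of 11 described as suppressed were lower, and 23 of 40 described as not affected were higher, with 0 passing the adjusted p of 0.05. The paper's lists also draw on Nanog knockdowns, which are not analysed here. After Pou5f1 suppression, Tdgf1 changed by -2.65 in the joined series (SE 0.08) and Jmjd2c by -0.87 (SE 0.14).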

Many suppressors of cell differentiation (e.g., *Dnmt3b*, *Foxd3*, *Id4*, *Jmjd2c*, and *Suz12*) were activated by *Pou5f1 *and *Sox2 *but not by *Nanog*, whereas several genes associated with ES cell pluripotency (*Esrrb*, *Sfrp1*, *Tdgf1*, *Zfp42*) were activated by *Pou5f1 *and *Nanog *but not by *Sox2*. 

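Utf1 was 0.44 higher on the log2 scale in the transgenic lines (SE 0.08, higher in 6 of 6 pairs, exact two-sided p 0.03125, the smallest that 6 pairs allow, adjusted p 0.0730) and Dppa5 0.17 higher (5 of 6, adjusted p 0.599). The Dppa5 probe was saturated on 5 of the 12 arrays, which limits the size of a difference, and a dimmer Dppa5 probe differed by 0.27 (SE 0.07). With additive background and medium in place of the pair, Utf1 differed by 0.44 (adjusted p 0.0437), under 1.5-fold. After Pou5f1 suppression, Utf1 changed by -1.26 in the joined series (SE 0.09, F test adjusted p 2.43e-10) and Dppa5 by -2.06 (SE 0.21, 4.86e-09). Dppa5 differs between the experiments at 24 hr, with -0.23 for the shared probe on the early and 0.54 on the late arrays.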

Some pluripotency-related genes (e.g., *Dppa5 (Esg1) *and *Utf1*) were activated solely by *Pou5f1*. Germline markers *Dppa3 *(*Stella*) and *Dazl *were activated by *Pou5f1 *and *Sox2 *but either suppressed (*Dppa3*) or not affected (*Dazl*) by *Nanog*. 

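Dppa3 was lower in the transgenic lines in 6 of 6 pairs, with a mean difference of -1.65 on the log2 scale (SE 0.36), with an adjusted p of 0.0885 over all genes. The 3 integrated pairs alone called it (-1.66, adjusted p 0.0302). Dazl differed by 0.52 (SE 0.31, higher in 4 pairs, adjusted p 0.406), and by 1.24 in the integrated pairs alone, which called it. After Pou5f1 suppression Dazl changed by -0.54 at 120 hr of the joined series (SE 0.10), under 1.5-fold, and by -0.91 on the late arrays (2.55e-06, n = 3). With the values the authors normalized the joined change was -0.67 and passed.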

Trophectoderm marker *Cdx2 *was suppressed by *Pou5f1 *and *Nanog*, whereas another trophectoderm marker *Eomes *was suppressed by *Pou5f1 *and *Sox2 *but not by *Nanog*. 

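In the transgenic lines the signal of Cdx2 differed from the parental lines by 0.40 on the log2 scale (SE 0.18), higher in 5 of 6 pairs, with an exact two-sided sign-flip p of 0.0938 and an adjusted p of 0.287. The probe is the one the paper describes as unresponsive.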

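Lefty1 was -1.40 on the log2 scale in the transgenic against the parental lines (SE 0.35), lower in 6 of 6 pairs, adjusted p 0.106. Nodal differed by 0.49 (higher in 5 of 6, exact two-sided p 0.0625, adjusted p 0.161), with 0.90 in the integrated and 0.08 in the episomal pairs, a difference between clones with adjusted p 0.0391. After Pou5f1 suppression, Lefty1 changed by -1.57 at 24 hr on the early arrays (3.81e-04, n = 2) and -2.86 on the late arrays (1.39e-13, n = 3), which differ. Nodal reached -0.46 in the joined series, under 1.5-fold, and -0.64 with the correction of Cy5 bleaching, which passed.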

Genes associated with morphogenesis, *Lefty1 *and *Nodal*, were suppressed by *Sox2 *and *Nanog *but activated by *Pou5f1*. Differential effect of *Pou5f1*, *Sox2*, and *Nanog *on target genes may be important for embryo patterning and regulation of metabolism.

**Figure 6:**
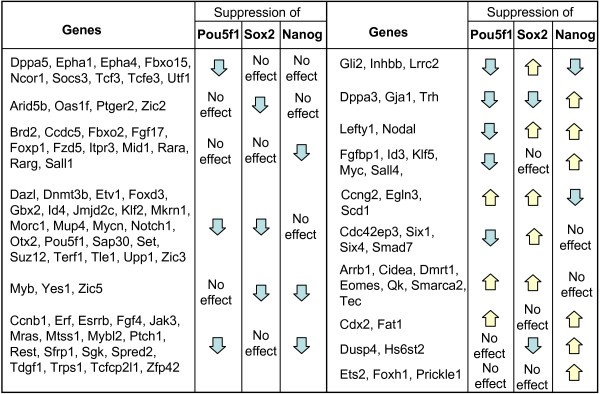
Examples of tentative target genes responding differentially to the suppression of *Pou5f1*, *Sox2*, and *Nanog*.

Some differential effects were observed on quantitative level only. For example, TTGs of *Sox2 *that were down-regulated more strongly (but not necessary faster) after *Sox2 *suppression compared to *Pou5f1 *suppression (*N *= 100, Additional file 21) were enriched in genes associated with neural differentiation (*Dab1*, *Fut9*, *Notch1*, *Nrp2*, *Pax6*, *Gbx2*, *Nef*, *Zic2*, *Zic5*), and first 5 of these genes were over-expressed in NS compared to ES, according to published data [45,44]. Interestingly, additional TTGs of SOX2 that had no POU5F1 or NANOG binding sites, were also enriched in genes that were over-expressed in NS (e.g., *Cdh2*, *Dpysl3*, *Fez1*, *Lrrn1*, *Pdzrn4*, *Sema6a*, *Timp4*, *Vim*, *Zic1*) (Additional file 22). These observations are consistent with a known role of *Sox2 *in neural differentiation [46,47].

## Conclusion

We have developed a novel algorithm to evaluate the statistical significance of direct downstream target genes for a TF. The method uses two data inputs: genome-wide time-course expression profiling data after the manipulation of TF expression level; and genome-wide ChIP data. We have applied this method to key pluripotency genes – *Pou5f1*, *Sox2*, and *Nanog*, and identified their TTGs in ES cells. Because the majority of TTGs were activated and only a few of them were suppressed, we conclude for the first time that the main function of *Pou5f1*, *Sox2*, and *Nanog *when they are bound to promoters is activation of gene expression rather than suppression. Thus, the role of these TFs in suppression of genes associated with differentiation is mostly indirect and is mediated via specialized gene silencing mechanisms. This idea is supported by our observation that transcription of many components of these silencing pathways is directly activated by *Pou5f1*, *Sox2*, and *Nanog*. These 3 genes may have additional molecular functions that are not related to binding to the promoters of target genes, but these functions cannot be inferred from ChIP data and therefore require different methods of analysis.

## Methods

### Microarray experiments

For microarray experiments we used ZHBTc4 ES cells with a Tet-inducible *Pou5f1 *transgene [4]. Cells were cultured for 2 passages on gelatin-coated plates in order to remove feeder cells and then transferred to gelatin-coated 6-well plates at the density of 1–2 × 10^5 ^cells/well and cultured in complete ES medium: DMEM, 15% FBS; LIF (ESGRO, Chemicon, USA) 1000 U/ml; 1 mM sodium pyruvate; 0.1 mM NEAA, 2 mM glutamate, 0.1 mM beta-mercaptoethanol, and penicillin/streptomycin (50 U/50 μg per ml). Tetracycline was added at 24 hr after cell plating, and then cells were harvested at 0 hr (before adding tetracycline), 3 hr, 6 hr, 12 hr, and 24 hr (2 replications each). RNA samples for later time points (24, 48, 72, 96, and 120 hr) were obtained from our earlier experiment with 3 replications [2]. Two *Nanog *over-expressing clones were tested: integrated and episomal transgene. To generate an integrated transgene, *Nanog *cDNA was amplified by PCR and cloned into pEF6/pIRESneo3 vector (Invitrogen). *Nanog*-pEF6/pIRESneo3 construct was transfected into MC1 cell line (129S6/SvEvTac strain; purchased from the Transgenic Core Laboratory of the Johns Hopkins University School of Medicine). After 10 days of selection in 300 ug/ml G418 (Invitrogen), resistant colonies were picked and expanded. To generate an episomal transgene, plasmid construct was made by cloning *Nanog *cDNA into pPyCAGIP episomal expression vector [48]. *Nanog*-pPyCAGIP episomal expression construct was transfected into MG1.19 cell line, expressing polyoma T large antigen [49]. After 7 days of puromycin selection, 2 μg/ml, resistant colonies were picked, expanded and *Nanog *expression level was confirmed by real time PCR: it was 2.14 ± 0.14 fold for the integrated clone and 19.6 ± 1.1 fold for the episomal clone. Both *Nanog *transgenic and parental cell lines were cultured for 2 passages on gelatin-coated plates and then transferred to gelatin-coated 6-well plates at the density of 1–2 × 10^5 ^cells/well and cultured for 3 days in 3 different conditions: (1) complete ES medium (see above); (2) complete medium without LIF, and (3) complete medium with 1 μM RA. 

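On the arrays, the Nanog probe read 0.87 higher with LIF, 0.17 higher without LIF and 1.22 higher with RA in the integrated clone than in its parental line, a mean of 0.75 ± 0.53 on the log2 scale (SD, n = 3 pairs, 1.69-fold). In the episomal clone the differences were -0.63, -0.46 and -0.60, a mean of -0.57 ± 0.09 (0.676-fold). Over the 6 pairs the mean was 0.09 (SE 0.27, exact two-sided sign-flip p 0.8125). The difference between clones was -1.32 with an adjusted p of 0.0767. Whether the probe lies in the transcribed part of the transgenes was not determined, so the array value need not follow the PCR value.

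**Figure D3:**
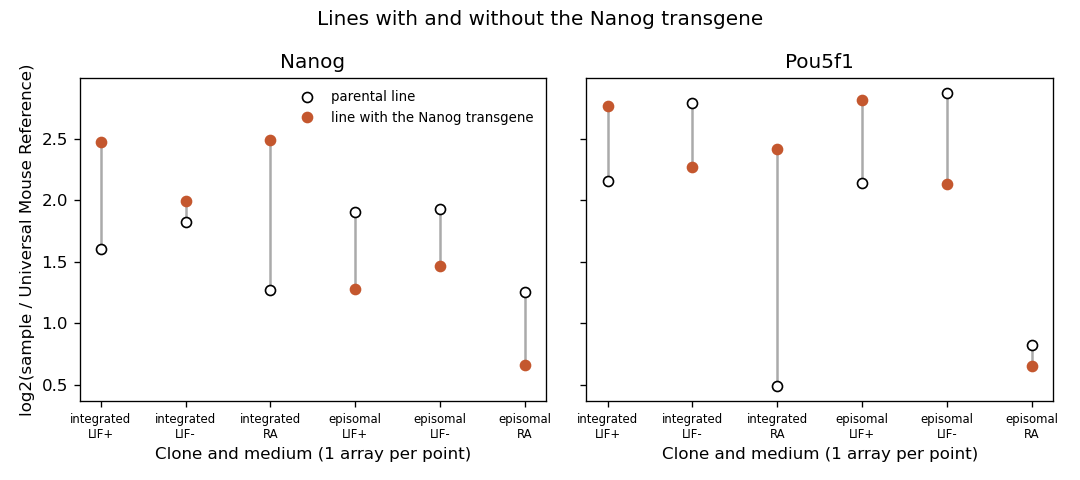
Nanog and Pou5f1 on the 12 arrays of the Nanog experiment. The x axis gives the background (integrated, episomal) and medium (with LIF, without LIF, RA) and the y axis log2(sample/Universal Mouse Reference); open points are parental and filled points transgenic lines, 1 array each. For Nanog the filled points lie above the open ones in the 3 integrated pairs and under them in the 3 episomal pairs. For Pou5f1 they lie above in 3 pairs and under in 3.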

Cells were cultured at 37°C and 5% CO^2 ^condition and the culture medium was changed daily.

Total RNAs were extracted using Trizol™ (1 ml/well; Invitrogen, USA) and Phase lock gel™ columns (Eppendorf/Brinkman) according to the manufacturer's protocol. Total RNAs were precipitated with isopropanol, washed with 70% ethanol, and dissolved in DEPC-treated H2O. 2.5 μg of total RNA samples were labeled with Cy3-CTP using a Low RNA Input Fluorescent Linear Amplification Kit (Agilent, USA). A reference target (Cy5-CTP-labeled) was prepared from the Universal Mouse Reference (UMR) RNA (Stratagene, USA). Labeled targets were purified using an RNeasy Mini Kit (Qiagen, USA) according to the Agilent's protocol, quantified by a NanoDrop scanning spectrophotometer (NanoDrop Technologies, USA), and hybridized to the NIA Mouse 44 K Microarray v2.1 (whole genome 60-mer oligo; manufactured by Agilent Technologies, #012799) and NIA Mouse 44 K Microarray v2.2 (whole genome 60-mer oligo; manufactured by Agilent Technologies, #014117) [19] according to the Agilent protocol (G4140-90030; Agilent 60-mer oligo microarray processing protocol – SSC Wash, v1.0). RNA samples from experiment of [2] were hybridized to NIA Mouse 22 K Microarray Dev2 (Agilent Technologies, design #012165) [19]. All hybridizations were carried out in the two color protocol by combining one Cy3-CTP-labeled experimental target and Cy5-CTP-labeled reference target. Microarrays were scanned on an Agilent DNA Microarray Scanner, using standard settings, including automatic PMT adjustment.

### Statistical analysis of microarrays

The data discussed in this publication have been deposited in NCBI Gene Expression Omnibus and are accessible through GEO Series accession number (GSE8617). All the microarray data are available at the public GEO website [50,51]. The data and analysis software are also available at the NIA Array Analysis website [52,53]. Because some arrays showed slight reduction of Cy5 signal (UMR) due to ozone bleaching we compensated for this effect as follows. First we selected 100 genes with the highest variances of Cy5 signal and with average log10-signal > 2.5, and estimated the average Cy5 signal for these genes in each array which roughly represented the degree of bleaching effect. Then we used a linear regression to fit Cy5 log signal for each gene as a function of the bleaching effect (average log Cy5 signal of 100 genes described above), and the Cy3 signal in the same array. Then the effect of bleaching was subtracted. If after this correction, log Cy5 signal in array differed by > 3·SD from the mean log Cy5 signal it was replaced by the mean. Data on earlier time points (3–24 hr) was combined with data on later time points (24–120 hr)[2] that was adjusted as follows: *x*'_*t *_= *x*_*t *_- *x*_24 _+ *y*_24_, where *x*_*t *_and *x*'_*t *_are log gene expression for time point > 24 hr before and after adjustment, respectively, *x*_24 _is log gene expression in the experiment of [2], and *y*_24 _is log gene expression in the new experiment. For the majority of genes we used the same oligo sequence in both data sets that were combined. However, for some genes that had no common oligo we combined data from different oligos. Data on genes that had no oligo (or no sensitive oligo) in NIA Mouse 22 K Microarray Dev2 (*N *= 109) were taken from NIA Mouse 22 K Microarray Dev1 presented in [2]. Information on *Cdx2 *is based on PCR data (Additional file 23) because our microarray probe for this gene was not responsive. 

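The early arrays carry a pair of Cdx2 probes. The brighter one, used here, had a mean log2 intensity of 9.64 and changed by 0.12 at 24 hr (SE 0.11). The dimmer one, at an intensity of 6.36, changed by 0.43 (SE 0.10). In the Nanog experiment the same probes differed by 0.40 and 0.04 between transgenic and parental arrays.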

Source of data for each gene is listed in Additional file 2.

Statistical analysis was done using the NIA Array Analysis software [52]. To reduce the number of false positives we used the maximum of the actual error variances for a gene and the average error variance estimated from 500 genes with similar signal intensity. Difference in expression was considered significant on the basis of false discovery rate FDR ≤ 0.05, which accounts for the effect of multiple hypotheses testing. Time of gene response to *Pou5f1 *suppression was estimated as the time when interpolated gene expression reached the level of 1.5 fold difference compared to the 0 hr initial time point, and the magnitude of response was estimated as the maximum log-ratio of gene expression (either positive or negative) compared to 0 hr (see Fig. 2C). Expression change was considered transient if after reaching its peak (positive or negative), it declined to < 1.5 fold change or became inverted. Gene ontology (GO) analysis was done using the NIA Mouse Gene Index software, which evaluates statistical significance using the hypergeometric probability distribution with parameters: FDR = 0.05, over-representation ratio > 1.5 fold [54-56].

### Identification of tentative target genes (TTGs)

To identify TTGs we optimized parameters of the score of potential function (SPF) (equation 1) to distinguish best between training and control sets of genes. Training sets were genes that were down-regulated or up-regulated by at least 2 fold and responded non-transiently to *Pou5f1 *suppression within the time window from 6 to 48 hr (Additional file 11). Genes that responded too early (< 6 hr) were not included in the training set because there may have been not enough time for the concentration of *Pou5f1 *protein to drop substantially (see Additional file 3), and therefore the response may have been caused by other factors. Similarly genes that responded late (> 48) were not included in the training set because many of them may be affected indirectly. The set of control genes was defined as a set of genes with high-quality or medium-quality promoters [17]which did not respond to suppression of *Pou5f1 *in ZHBTc4 ES cells (FDR > 0.05) and were not differentially expressed between ES and TS cells (FDR > 0.05) [19]. *Pou5f1 *gene is expressed in ES cells but not in TS cells [57], therefore we expected that the expression of *Pou5f1 *target genes was different in these types of cells. No change in gene expression measured by microarray may have resulted from non-responding oligos. Thus, we further narrowed down the list of control genes to those genes that showed differential expression (FDR ≤ 0.05 and > 1.5 fold change) between ovary and testis measured with the same array platform [11] to confirm the functionality of oligos. SPF was estimated based on the strength of *Pou5f1 *and *Nanog *binding [1], distance from TSS, and CpG-richness of the DNA region. TSS coordinates in mouse genome assembly mm6 were taken from [17], and coordinates of ChIP-PET regions were converted to genome version mm6 using UCSC batch conversion tool [58]. Association between binding sites and TSSs was established using the following rules: (1) if distance to TSS of gene A was > 3 fold greater than distance to TSS of gene B, then binding site was associated only with gene B, otherwise it was associated with both A and B; (2) if genes A and B have a common bidirectional promoter with distance between TSSs < 1 K then binding sites were associated with both genes; (3) non-RefSeq genes were ignored unless they responded to *Pou5f1 *manipulation (this rule was needed to avoid association with antisense regulatory transcripts); and (4) distance between binding site and TSS was limited to 200 K. CpG-rich regions were those that contained minimum of 8 CpG pairs within 250 bp [17]. Initially we included the effect of repeats and binding motifs in SPF, but then we removed them because they were not significant. Optimization was done separately for 2 training sets of genes that were down-regulated and up-regulated after suppression of *Pou5f1*. To optimize the parameters of the SPF we used the simplex method implemented in a Perl script based on the published algorithm [59]. At each step of optimization, scores were re-calculated according to modified parameters, binding sites with the highest score were selected for each gene, and then these scores were compared between training genes and control genes using *t*-statistics. To avoid a circular reference by estimating SPF for genes in the training and control set with parameters optimized for the same genes, we used the bootstrap resampling method [20]. Both training and control sets of genes were randomly split into 10 portions, and optimization was repeated 10 times with one portion of training and control genes excluded. Then, parameters (*a*, *b*, *c*, and *d*) in equation (1) were averaged; however when estimating SPFs for genes that belong to the *i*-th portion of training or control genes we averaged only those values that were optimized without the *i*-th portion of genes. The probability distribution of binding scores among control genes was used for estimating the *p*-value, and then the FDR was estimated using the method of [21] in each group of genes that differ by time, direction, and magnitude of response to manipulation of the TF. TTGs were selected using FDR = 0.2 as a threshold. Because each group has a large number of genes (median = 160), FDR in each group can be interpreted as the proportion of false positives among genes that are assumed significant in this group. Thus, the total proportion of false positives among pooled significant genes from all groups should also be close to the FDR threshold. This method is based on the assumption that SPF represents correctly the role of binding sites in transcription regulation. This assumption is not always true because SPF estimation is based on the limited information that is available; thus binding sites with the highest SPF for each gene are not necessary the ones that act as main regulatory switches. The quality of analysis can be improved as additional information becomes available (e.g., luciferase assay and location of insulators).

### Numerical examples

The purpose of these examples is to show the advantage of the proposed method for detecting direct target genes compared to the traditional approach when all genes that responded to manipulation of a TF and have a binding site in their promoter are considered direct targets. Our method for identification of direct targets of a TF is based on splitting the genes that responded to TF manipulation into groups according to the direction, magnitude and time of their response, and then applying the FDR criterion within each group (Fig. 1). In the first example we assume that all true binding sites are known, and therefore there is no need for using SPF. There are 5000 genes that responded to manipulation of TF which are split into 10 groups according to the direction, magnitude and time of response. For simplicity we assume that all groups have equal number of genes, and only 2 of these groups contained true direct target genes. The proportion of target genes in these 2 groups was 40% and in other groups it was 0%. Binding sites are present in promoters of all true target genes and in 20% of other genes (non-functional binding). If we consider all responding genes with binding sites as TTGs, then we would find 1320 of these genes which include 69.7% of false positives. Using our approach, we select genes with binding sites only in 2 groups of responding genes that had a significantly higher proportion of genes with binding sites (52% versus 20% in control). As a result, 520 TTGs are detected and they contain only 23% of false positives. Here our method yielded a 3-fold reduction in the proportion of false positives. The second example, which is more realistic, assumes that there is no clear-cut distinction between true and false binding sites. Instead, binding sites are characterized quantitatively by SPF. We modify the previous example by assuming that true target genes have a normal distribution of SPF with M = 7 and SD = 2, whereas other genes have a normal distribution of SPF with M = 3 and SD = 2. Assuming that we can tolerate 25% of false positives, we set FDR threshold to 0.25. Using the method of [21] and p-values from the probability distribution of SPF in control genes, we estimated that this FDR = 0.25 corresponds to the threshold of SPF = 5.75 in groups that contain true target genes, and is unattainable in groups without true target genes. As a result, 347 TTGs are identified, and 52 of them are false positives (15%). Proposed method reduced the proportion of false positives by > 3 fold and increased the number of identified true target genes by 47%. The actual proportion of false positives appeared slightly lower than the target FDR rate because we assumed that the distribution of SPF among true targets is unknown.

### Real-time quantitative RT-PCR

Primers for quantitative reverse transcriptase PCR (qRT-PCR) were designed and tested for SYBR Green chemistry using an established in-house protocol [57]. Primers for *Cdx2 *were ACGTACATGGTGGCGAGGGA (forward), and GGGAGGCAGAAGCTCTGCAA (reverse), and primers for *Nanog *were CTGGGAACGCCTCATCAA (forward), and CATCTTCTGCTTCCTGGCAA (reverse). Primers for *Pou5f1 *(transgene-specific) were ACGAGTGGAAAGCAACTCA and AGATGGTGGTCTGGCTGAAC. Total RNA was used to prepare cDNA as described previously [57]. Reactions were run on ABI 7900 HT Sequence Detection Systems using the default cycling program, and data were processed using SDS 2.2 software (Applied Biosystems).

### Western blot analysis

Protein amounts of each sample were quantified using the RC DC protein assay kit (Bio-Rad, 500–0119). For western blotting, the samples were boiled for 5 min and loaded onto a 8–16% SDS-polyacrylamide gel. The electrophoretically separated proteins were transferred to immobilon-P membrane (Millipore). The membrane filters were blocked with PBST (1× PBS, 0.05% Tween 20) containing 5% nonfat milk powder (PBST-Milk) at room temperature for 1 h and then washed three times each with PBS-T for 5 min. The primary antibodies against POU5F1 (sc-5279, Santa Cruz Biotechnology, Inc.) and UBTF (UBF) (sc-13125, Santa Cruz Biotechnology, Inc.) diluted at 1:10000 in PBST-Milk were applied at room temperature for 1 h. After three washes with the PBS-T, the secondary HRP-conjugated IgG (1:3000 dilution) in PBST-Milk was applied at room temperature with agitation for 30 minutes. The filters were washed again, treated with the ECL Western Blotting Detection Reagents (GE Healthcare, USA), and exposed to a film for visualization.

## Abbreviations

ChIP, chromatin-immunoprecipitation; ES, embryonic stem (cells); FDR, false discovery rate; GO, gene ontology; MEF, mouse embryonic fibroblast; NS, neural stem (cells); PCA, principal component analysis; SPF, score of potential function (for binding sites); TF, transcription factor; TS, trophoblast stem (cells); TSS, transcription start site; TTG, tentative target gene.

## Authors' contributions

AAS developed the method for identification of target genes of transcription factors, carried out statistical and bioinformatics analysis, and wrote the paper. SM carried out the experiment on suppression of *Pou5f1 *and *Sox2 *expression in ES cells. LVS carried out the experiment on *Nanog *over-expression and did PCR. YP labeled and hybridized probes to microarrays. KA and RM carried out the experiment on suppression of *Pou5f1 *expression in ES cells. LX performed Western blot for POU5F1. HN developed inducible knockout cell lines. MSHK coordinated the project and edited the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Summary of data used in this study Click here for file

Additional file 2 **Log-transformed gene expression data for non-redundant genes in ZHBTc4 cell line after suppression of *Pou5f1***. The time series was combined from 2 data sets: (1) data for 0, 3, 6, 12, and 24 hr after adding tetracycline analyzed with NIA 44 k array (probe names in the 1st column), and (2) data for 0, 24, 48, 72, 96, and 120 hr are from the experiment of [2] analyzed with NIA 22 k Dev-2 array (probe names are in column 24). Click here for file

Additional file 3 **Suppression of tet-inducible transgene *Pou5f1 *in ZHBTc4 ES cells in a time course after adding tetracycline to the media**. (A) Log expression change from microarray data (log10), oligo is in ORF. (B) Expression change in real-time PCR data normalized by expression in parental EB5 cell line, primers are in transgene-specific region. (C) Western blot showing decrease in POU5F1 protein amount, UBTF is used as a control. Click here for file

Additional file 4 Genes that responded to *Pou5f1 *suppression in ZHBTc4 ES cells Click here for file

Additional file 5 **Comparison of genes that responded to *Pou5f1 *suppression in various studies**. (A) Venn diagram of genes that responded to *Pou5f1 *suppression by > 2 fold in our experiment with tet-inducible ES cell line ZHBTc4 and in published studies of [5,1], which used shRNA as a method of *Pou5f1 *suppression. (B) Scatter-plot of gene expression change after *Pou5f1 *suppression in this study and in [1] based on 1225 common genes. Click here for file

Additional file 6 Genes that responded to *Sox2 *suppression in 2TS22C ES cells (data from [16]) Click here for file

Additional file 7 Genes that responded to *Nanog *suppression with shRNA in ES cells (analysis of data from [5]) Click here for file

Additional file 8 Genes that responded to *Nanog *suppression with shRNA in ES cells (analysis of data from [1]) Click here for file

Additional file 9 Genes that responded to *Nanog *overexpression in ES cells Click here for file

Additional file 10 **Co-localization of POU5F1 and NANOG binding sites in the mouse genome based on ChIP-PET data from **[1]. (A) Proportion of ChIP-POU5F1 regions with different number of ditags that were co-localized (withn 1 Kb) with ChIP-NANOG regions (number of ditags indicates binding strength); (B) Density distribution of OCT-SOX composite binding motifs at various distances from the binding site identified with ChIP-PET [1] estimated for groups of genes with ≥ 4 POU5F1 ditags, with ≥ 4 NANOG ditags, and with ≥ 4 NANOG ditags and no POU5F1 ditags. Search for binding motifs was done using components of CisView software [17], which combines pattern-matching and position-weight matrix (PWM) approaches. PWM for OCT-SOX composite binding site was taken from [1]. Click here for file

Additional file 11 Sets of training genes that responded to *Pou5f1 *suppression and control genes used for optimizing the score of potential functionality of binding sites Click here for file

Additional file 12 Parameters of equation for the score of potential functionality (SPF) Click here for file

Additional file 13 POU5F1 binding sites with the highest score of potential functionality (SPF) for each gene Click here for file

Additional file 14 ChIP-PET regions (from [1]) listed in Additional file 8 Click here for file

Additional file 15 **Regression of the cumulative proportion of control genes (p) versus the score of potential function (SPF) of their binding regions identified with ChIP-PET **[1]. Cumulative proportion of genes was estimated after sorting them by decreasing SPF. Magenta line shows the regression estimated using top 300 genes with highest SPF. (A) SPF parameters estimated by optimization against down-regulated genes; (B) SPF parameters estimated by optimization against up-regulated genes. Click here for file

Additional file 16 Additional tentative target genes for POU5F1. Click here for file

Additional file 17 Comparison of tentative target genes of POU5F1 identified in this paper with previously published lists of genes Click here for file

Additional file 18 Frequency distribution of a score [SPF·abs(logratio)] among tentative target genes TTGs of POU5F1 identified in this paper and TTGs (non-matching with ours) from [1,2] Click here for file

Additional file 19 Gene Ontology (GO) annotations of POU5F1 tentative target genes Click here for file

Additional file 20 Venn diagram of tentative target genes (TTGs) of POU5F1, SOX2, and NANOG Click here for file

Additional file 21 Combined tentative target genes (TTGs) of POU5F1, SOX2, and NANOG Click here for file

Additional file 22 Additional tentative target genes for SOX2 identified using ChIP data from human ES cells [6] and > 2 fold expression change in mouse ES cells [16] Click here for file

Additional file 23 Expression change of *Cdx2 *after suppression of *Pou5f1 *and *Sox2 *analyzed using quantitative RT-PCR (SE estimated with ANOVA) Click here for file

# Supplementary material for: Identification of Pou5f1, Sox2, and Nanog downstream target genes with statistical confidence by applying a novel algorithm to time course microarray and genome-wide chromatin immunoprecipitation data
**Source:** BMC Genomics. 2008 Jun 3;9:269. doi: 10.1186/1471-2164-9-269
**Supplement:** Additional file 1 — Summary of data used in this study

| Transcription factors    | Genome-wide gene expression profiles                                                                                                                                                                                                                                                                                                                                                     | Genome-wide chromatin immunoprecipitation (ChIP) assays                                                                                                                                                             |
|--------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Pou5f1<br>(Oct3/4, Oct4) | <ul style="list-style-type: none"> <li>• Repression of Pou5f1 by tetracycline-controllable Pou5f1 in ZHBTc4 ES cells (mouse: Matoba et al., 2007)</li> <li>• Repression of Pou5f1 by tetracycline-controllable Pou5f1 in ZHBTc4 ES cells (mouse: new data for 0, 3, 6, 12, 24 hrs)</li> </ul>                                                                                            | <ul style="list-style-type: none"> <li>• ChIP-PET for Pou5f1 (mouse: Loh et al., 2006)</li> <li>• ChIP-PET for Nanog (mouse: Loh et al., 2006)</li> </ul>                                                           |
| Nanog                    | <ul style="list-style-type: none"> <li>• Repression of Nanog by shRNA (mouse: Ivanova et al., 2006)</li> <li>• Repression of Nanog by shRNA (mouse: Loh et al., 2006)</li> <li>• Overexpression of Nanog by a Nanog-transgene integrated into the genome in ES cells (mouse: new data)</li> <li>• Overexpression of Nanog by an episomal vector in ES cells (mouse: new data)</li> </ul> | <ul style="list-style-type: none"> <li>• ChIP-PET for Pou5f1 (mouse: Loh et al., 2006)</li> <li>• ChIP-PET for Nanog (mouse: Loh et al., 2006)</li> </ul>                                                           |
| Sox2                     | <ul style="list-style-type: none"> <li>• Repression of Sox2 by tetracycline-controllable Sox2 (mouse: Masui et al., 2007)</li> </ul>                                                                                                                                                                                                                                                     | <ul style="list-style-type: none"> <li>• ChIP-PET for Pou5f1 (mouse: Loh et al., 2006)</li> <li>• ChIP-PET for Nanog (mouse: Loh et al., 2006)</li> <li>• ChIP-chip for Sox2 (human: Boyer et al., 2005)</li> </ul> |

### **Additional file 1. Summary of data used in this study**

# Supplementary material for: Identification of Pou5f1, Sox2, and Nanog downstream target genes with statistical confidence by applying a novel algorithm to time course microarray and genome-wide chromatin immunoprecipitation data
**Source:** BMC Genomics. 2008 Jun 3;9:269. doi: 10.1186/1471-2164-9-269
**Supplement:** Additional file 3 — Suppression of tet-inducible transgene Pou5f1 in ZHBTc4 ES cells in a time course after adding tetracycline to the media. (A) Log expression change from microarray data (log10), oligo is in ORF. (B) Expression change in real-time PCR data normalized by expression in parental EB5 cell line, primers are in transgene-specific region. (C) Western blot showing decrease in POU5F1 protein amount, UBTF is used as a control.

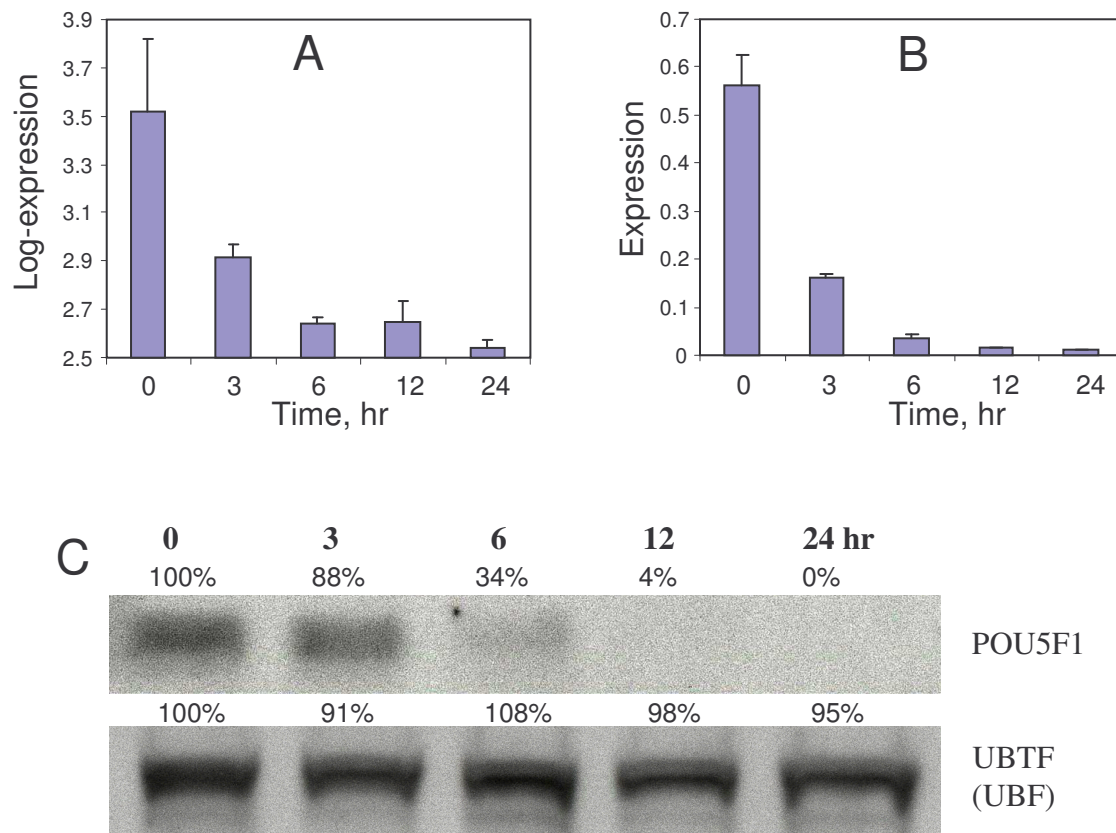

**Additional file 3. Suppression of tet-inducible transgene *Pou5f1* in ZHBTc4 ES cells in a time course after adding tetracycline to the media.** (A) Log expression change from microarray data (log10), oligo is in ORF. (B) Expression change in real-time PCR data normalized by expression in parental EB5 cell line, primers are in transgene-specific region. (C) Western blot showing decrease in POU5F1 protein amount, UBTF is used as a control.

# Supplementary material for: Identification of Pou5f1, Sox2, and Nanog downstream target genes with statistical confidence by applying a novel algorithm to time course microarray and genome-wide chromatin immunoprecipitation data
**Source:** BMC Genomics. 2008 Jun 3;9:269. doi: 10.1186/1471-2164-9-269
**Supplement:** Additional file 5 — Comparison of genes that responded to Pou5f1 suppression in various studies. (A) Venn diagram of genes that responded to Pou5f1 suppression by > 2 fold in our experiment with tet-inducible ES cell line ZHBTc4 and in published studies of [5,1], which used shRNA as a method of Pou5f1 suppression. (B) Scatter-plot of gene expression change after Pou5f1 suppression in this study and in [1] based on 1225 common genes.

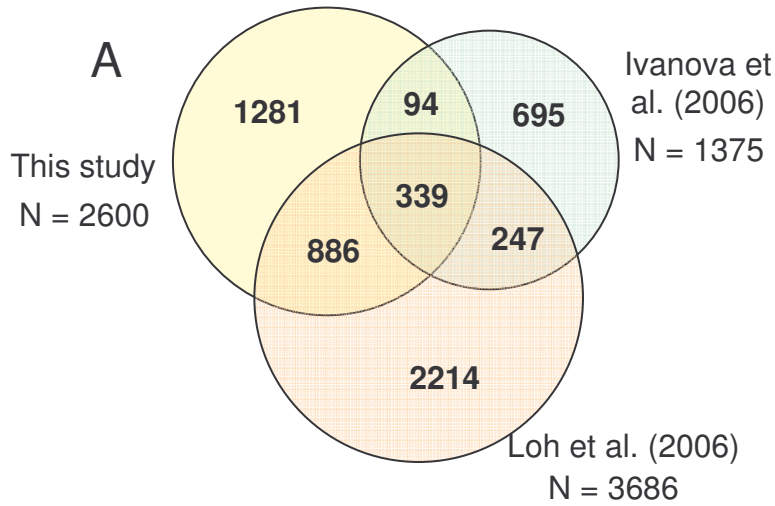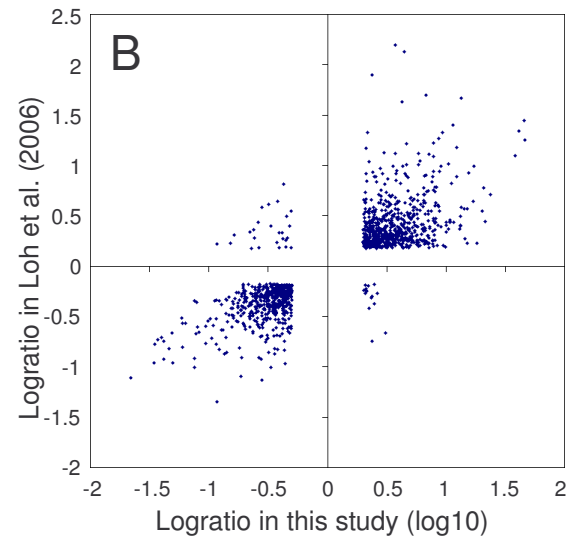

**Additional file 5. Comparison of genes that responded to *Pou5f1* suppression in various studies.**

(A) Venn diagram of genes that responded to *Pou5f1* suppression in our experiment (>2 fold) with tet-inducible ES cell line ZHBTc4 and in published studies of [1,5], which used shRNA as a method of *Pou5f1* suppression. (B) Scatter-plot of gene expression change after *Pou5f1* suppression in this study and in [1] based on 1225 common genes.

# Supplementary material for: Identification of Pou5f1, Sox2, and Nanog downstream target genes with statistical confidence by applying a novel algorithm to time course microarray and genome-wide chromatin immunoprecipitation data
**Source:** BMC Genomics. 2008 Jun 3;9:269. doi: 10.1186/1471-2164-9-269
**Supplement:** Additional file 18 — Frequency distribution of a score [SPF·abs(logratio)] among tentative target genes TTGs of POU5F1 identified in this paper and TTGs (non-matching with ours) from [1,2]

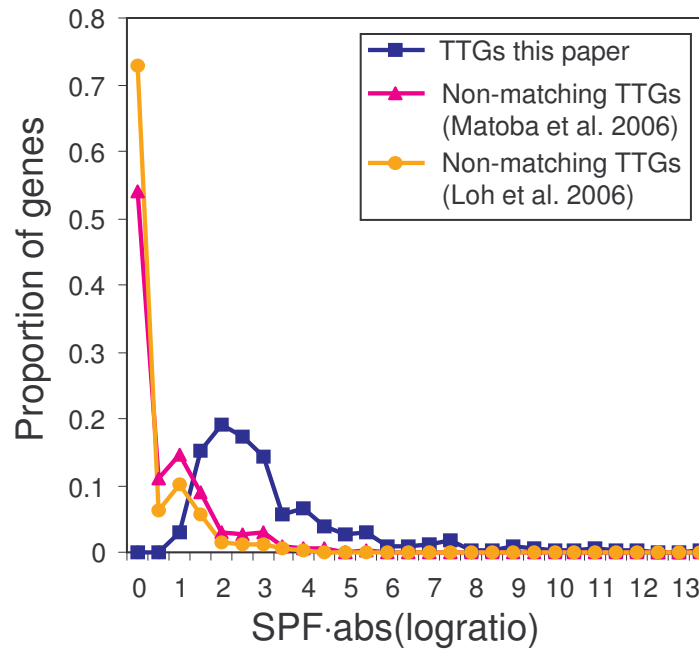

**Additional file 18. Frequency distribution of a score [SPF·abs(logratio)] among tentative target genes TTGs of POU5F1 identified in this paper and TTGs (non-matching with ours) from [1,2]**

# Supplementary material for: Identification of Pou5f1, Sox2, and Nanog downstream target genes with statistical confidence by applying a novel algorithm to time course microarray and genome-wide chromatin immunoprecipitation data
**Source:** BMC Genomics. 2008 Jun 3;9:269. doi: 10.1186/1471-2164-9-269
**Supplement:** Additional file 23 — Expression change of Cdx2 after suppression of Pou5f1 and Sox2 analyzed using quantitative RT-PCR (SE estimated with ANOVA)

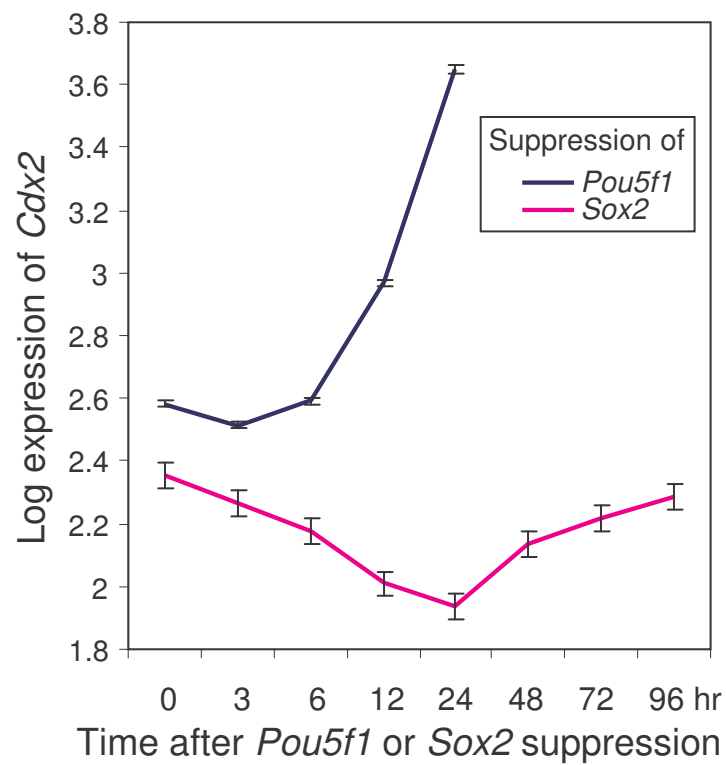

**Additional file 23. Expression change of *Cdx2* after suppression of *Pou5f1* and *Sox2* analyzed using quantitative RT-PCR (SE estimated with ANOVA)**

How the deposited data were processed for this re-analysis (not part of the article)

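The samples analysed are those of 3 array experiments. ZHBTc4 ES cells under tetracycline (Tet) were measured at 0, 3, 6, 12 and 24 hr with 2 arrays each (10 arrays, NIA Mouse 44K Microarray v2.2, called the early arrays) and at 0, 24, 48, 72, 96 and 120 hr with 3 arrays each (18 arrays, NIA Mouse 22K Microarray Dev2, the late arrays). In the Nanog experiment, 4 lines (a clone with an integrated Nanog transgene, a clone with an episomal one, and the parental line of each) were measured once each with LIF, without LIF and with 1 µM RA (12 arrays, NIA Mouse 44K Microarray v2.1). The sample labels name the parental line of the integrated clone differently from the paper, and it was matched by its strain. A description deposited with the series names other parental lines for both clones. The paper's assignment was used. With the paper's own values the changes in its Table S6 have the sign of transgenic minus parental in 850 of 850 rows. That check pools both clones and both parental lines, so it cannot tell which parental line belongs to which clone. A protocol deposited with the late arrays describes another construct and line. The titles and the paper give ZHBTc4 with Tet, which was used, and Pou5f1 fell on these arrays. The labels of the media were checked on the arrays: Socs3 changed by -2.05 to -2.93 without LIF in the 4 lines, and Cyp26a1 by 2.63 to 4.19 on RA. On all arrays Cy3 is the sample and Cy5 the Universal Mouse Reference RNA, so an effect of the dyes on a probe is part of every value and drops out only of differences between arrays. Sox2 suppression, the shRNA experiments and the ChIP data were not used here.

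For each array, the authors deposited the output of Agilent Feature Extraction 7.5: the mean signal of each spot and its median local background in intensity units, and processed signals in intensity units from which that software had subtracted background and which it had normalized between dyes. They also deposited 1 table of normalized values per design in log10 units, at the level of the Cy3 intensity and adjusted through the Cy5 reference. In the table of the Nanog experiment as the authors deposited it, 1 column counts as score values: it was normalized by the authors like the others, but 10 of its cells hold a code for a missing value, and these were set to missing here. The tables hold 25609 of 42006 gene probes of the early arrays, 16292 of 21052 of the late arrays and 40992 of 41006 of the Nanog arrays.

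Values were computed from the mean signals with limma 3.58.1 in R 4.3.3, with data.table 1.17.8. Spots called outliers by the scanner software were set to missing, and saturated spots were kept. The background was corrected by normexp with an offset of 50, the dyes were balanced by loess within arrays, control spots were dropped, and spots of 1 probe were averaged as log2(Cy3/Cy5). The scanner software called a gene probe well above background for at least 99.7% of the gene probes of every array, but it did so for at least 56.7% of the negative controls as well, so the filter on this call removed 0 probes and tests nothing. Median Cy3 signals were 595 to 776 on the early and late arrays and 531 to 662 on the Nanog arrays, over backgrounds of 365 to 390. A signal near the negative controls limits the size of a fold change: on the late arrays up to 30.2% of gene probes lay under the 95th percentile of the negative controls, so that a fall towards that level appears smaller than it is.

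Gene names come from a mouse gene table and the paper's own tables, matched by name, and no coordinates were used. For counts of genes, each gene symbol is represented by its probe with the highest mean intensity, and probes without a symbol count singly. Each time was compared with 0 hr, and an F test was made over all times, by lmFit and eBayes, two-sided, with p-values adjusted by Benjamini and Hochberg. A gene was called at an adjusted p of 0.05 and a change of 1.5-fold. The adjusted p of a named gene is over all probes fitted. Replicate numbers do not pair the samples: residuals of arrays with the same number correlated with a mean r of 0.113 on the early and 0.150 on the late arrays, so no block was used.

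The joined series links early and late arrays by identical probe sequences (19180 probes), shifts the late values of each gene by the difference of the mean values at 24 hr, and uses 0 to 24 hr of the early and 48 to 120 hr of the late arrays. The plan had been to link by probe name, but the names differ between designs. For 8 named genes (Klf2, Zfp42, Dppa5, Fgf4, Phc1, Mif, Myc and Dmrt1) the probe of the early arrays given alone is another probe than that of the joined series. The response time is the first crossing of 1.5-fold, by linear interpolation from 0 hr. Principal components were computed on the centered mean profiles of the responders. Shares carry Wilson 95% intervals. Gene lists of the paper were read from its tables, of which the longest are held here only in their first part (1997 lines of Table S2), so that overlaps with those lists were not counted.

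In the Nanog experiment each transgenic array was compared with the parental array of its background and medium, 6 pairs, with the pair as a block. The exact p-values of single genes are two-sided sign-flip tests over the 64 sign patterns of the pairs, of which 0.03125 is the smallest. The difference between clones compares 3 with 3 pairs, and the effect of a medium compares it with LIF in the 4 lines.

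The named genes are every gene that the paper names in a sentence with a passage or in the part of a figure cited there, and for each experiment the 5 largest rises and the 5 largest falls among genes past the threshold and changed the same way in every replicate or pair. The probe is that of the paper's tables, otherwise the brightest. Results for some of these genes are not reported here. Gene sets were tested with camera and fry, on lists of fibroblast (feeder), trophectoderm, primitive endoderm, and primitive streak and mesoderm genes written before the tests, and on the paper's list of binding targets.

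The fits were tested on simulated data, with 200 genes changed by 1 on the log2 scale among unchanged genes. The early arrays recovered 85.0% of them, the late arrays 98.5%, the 6 Nanog pairs 91.0%, 3 pairs 59.0% and the difference between clones 66.0%, where 5.03%, 1.50%, 1.62%, 6.35% and 5.04% of the genes called had not been changed. For the joined series the recovery was 97.5% and the share called without a change 55.0%. All these shares depend on the number of genes changed in the simulation, so they are not shares of false calls in the real counts. The error of the shift at 24 hr, which all later times share, is not in the test. Counts from the joined series carry this error.

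Alternatives set before the data were examined were the processed signals of Feature Extraction, Aquantile between arrays, the values the authors normalized, the paper's correction of Cy5 bleaching (a regression on 100 genes with a log10 signal over 2.5 and within 3 SD), no filter, all probes, a replicate block, the methods' F test with the error variance of 500 genes of similar intensity, an additive fit of time and series over 28 arrays, a threshold of 2-fold, a response time at 2-fold, other blocks for the Nanog pairs, each clone alone, and leaving out each array, pair or line. Where this leaves a time point with 1 array, that array is assumed to vary as the others do. A filter on negative controls and quantile normalization of both channels were chosen after seeing the data.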

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

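Among the tests of this part, those of the difference between replicates at other times, of single arrays at 6 hr and of the Nanog probe were chosen only after the result was seen.

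At 24 hr of Tet, the point that both Pou5f1 experiments share, the change from 0 hr differed between them for 5948 of 18802 genes by a test of the difference itself (adjusted p of 0.05, limma), with 3097 genes higher and 2851 lower on the early arrays and opposite signs in 4204. The same test was passed by 29 of 62 named genes, among them Spp1 (difference 1.73, adjusted p 4.92e-06), Klf4 (1.54, for the shared probe; a second and brighter early probe fell by 0.63), Bmp4 (1.49), Id3 (-1.27), Myc (-1.26), Htra1 (-1.25) and Dppa3 (-0.89). Pou5f1 itself (-0.61, adjusted p 0.153), Nanog and Sox2 did not. The error of 1 array is argued against, since leaving out each of the 10 arrays at 0 and 24 hr left at least 4233 genes (without early 24 hr replicate 2) and at most 6450. Part of the difference goes with the Cy5 channel: the correction of Cy5 bleaching left 2179 genes and raised r of the changes from 0.265 to 0.396, while the values the authors normalized left 3991 of 13550. The experiments also differ in array design, in hybridization and in their cultures, all at once, so that these and a biological difference between cultures remain open and untested.

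The early arrays hold a rise that the paper does not report. At 6 hr, 327 of 335 genes over 2-fold were higher, and they were brighter than others (median log2 intensity 9.45 against 8.15 for all genes). For these genes the fall of the Cy5 signal made up 89.3% of the rise of the ratio, from a reference RNA that is the same on all arrays, and at 24 hr 89.9%. A further sign of a cause in the arrays is that the median of these genes differed by 0.69 between the arrays at 12 hr, more than 0.613, which is 50% of their change at 6 hr. A single array as the cause is argued against: in the joined series, with 353 genes over 2-fold at 6 hr (337 higher), leaving out each array at 0 and 6 hr left at least 294 (277 higher, without 6 hr replicate 2). In a fit of the early arrays alone, where this leaves 1 array at that time, 0 genes passed without either array at 0 hr, 1 without 6 hr replicate 2 and 235 without 6 hr replicate 1. A loss of Cy5 signal may therefore account for most of this rise, and the correction of Cy5 bleaching, which leaves 4 genes over 2-fold at 6 hr of the joined series, goes the same way. What remains in Cy3 depends on the scaling between arrays: 0.13 on the log2 scale with Aquantile and -0.05 without it, where Cy5 changed by -1.27. A response of the cells beyond that was not shown.

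The effect of the Nanog transgene differed between the clones for 336 of 37054 genes by a test of the difference (142 higher in the episomal and 194 in the integrated clone). Of the named genes, Zfp42 (-1.15 episomal minus integrated, adjusted p 0.0341), Nodal (-0.81, adjusted p 0.0391), Ubxd4 (-1.61, adjusted p 0.0243), Inpp5d (-1.67, adjusted p 0.0302) and Tcl1 (-1.86, adjusted p 0.0453) passed this test, with the lower effect in the episomal clone. Jmjd2c (-0.66, adjusted p 0.27), Nanog (-1.32, adjusted p 0.0767), Upp1 (-0.53, adjusted p 0.542) and Ubqln4 (-0.56, adjusted p 0.0911) moved in opposite directions in all pairs of the clones, a difference that the test did not pass. The count was the highest of the 10 ways to divide the pairs, which are too few to exclude chance. Without the integrated pair with LIF it was 12. A batch that follows the background and shifts the arrays of a pair alike drops out of this difference. Clone and parental strain go together here, so a difference of the clones and one of the strains both stay open, and neither was tested apart.

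The Nanog signal was not higher in the episomal clone than in its parental line in any medium, the highest difference being -0.46. A swap of transgenic and parental arrays of that background is argued against, since the transgene effects of the backgrounds correlated positively across genes (r 0.370, where genes are not independent replicates). A probe outside the transcribed part of the transgene, with the endogenous gene turned down, may explain the signal, but its position was not determined, and a low level of the transgene in these cultures stays open as well.

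Pou5f1 moved in opposite directions in the transgenic and parental lines when LIF was removed: -0.68 and -0.50 in the episomal and integrated clones, 0.73 and 0.63 in their parental lines, a difference of -1.27 on the log2 scale. The interaction has a p of 0.0657 in limma (adjusted p 0.815), so it did not pass the test. It is 1 gene singled out among the named genes, with 1 array per value, and no technical explanation was tested for it. A biological one, that the transgene changes how Pou5f1 follows LIF, was not tested beyond this interaction.

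The paper uses the media of the Nanog experiment only as a background for the transgene. Without LIF 361 genes changed in the 4 lines (189 lower, 172 higher) and on RA 2197 (452 lower, 1745 higher). Among the largest were falls of Klf4 (-2.72) and Socs3 (-2.62) and a rise of Fgf5 (2.68) without LIF, and a fall of Slc7a3 (-3.09) and rises of Pmp22 (4.93) and Acta2 (3.35) on RA. Both counts were the highest of 8 ways to exchange the media within the lines, with 0 genes in the others, but 8 are too few to exclude chance. The count without LIF was 4 without the parental line of the episomal clone. A swap of media is argued against by Socs3 and Cyp26a1, which moved the same way in all 4 lines, and a batch by the date of the scanner software's output is absorbed in the comparison within lines. The media thus stay as the explanation that the design gives. An interaction of medium and transgene was found by limma in 0 genes for either medium, with 2036 and 2478 genes at an unadjusted p under 0.05.

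No array or pair stood apart from the others by the gap to its nearest neighbor in the 22 groups of 6 pairs and 5 groups of 4 lines tested, where chance gives such a gap in 5% of groups.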

How the results depend on the processing

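The negative-control filter and quantile normalization of both channels were chosen only after the data were seen.

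Of 265 values of the main results under the alternatives set beforehand, apart from leaving out arrays and from Aquantile and no filter, which change no value, 208 kept their direction and their side of the threshold or their size, 1 became weaker, 2 stronger, 49 moved and 5 reversed. Of 88 under the 2 settings added later, 85 stayed, 2 moved and 1 reversed. For single genes, 2104 of 2254 stayed, 41 became weaker, 31 stronger, 77 moved and 1 reversed, and 768 of 780 stayed under the added settings. The correction of Cy5 bleaching, the authors' values, the processed signals of Feature Extraction and the additive fit of time and series moved most. For each value that follows the cause was not tested, unless said otherwise.

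With the correction of Cy5 bleaching, the genes over 2-fold in the joined series were 4 at 6 hr, 30 at 12 hr, 213 at 24 hr, 584 at 48 hr and 1155 at 72 hr, and early responders were 1093. The percentage falling reversed to 57.9 under 24 hr and was 40.7 from 24 to 36 hr and 36.4 after 36 hr. The Spearman correlation of size and response time was -0.524, the Pou5f1 change at 6 hr -2.22, the early median of the binding targets -0.042 (now past the threshold), and the counts of the Nanog experiment 0 for the transgene, 81 between clones and 190 without LIF.

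With the values the authors normalized, the genes over 2-fold were 31 at 6 hr, 58 at 12 hr, 309 at 24 hr, 675 at 48 hr and 1157 at 72 hr, and early responders 1243. Fewer probes are in these tables, which lowers the counts by itself. The percentage falling reversed to 76.4 under 24 hr and to 65.0 from 24 to 36 hr. The Spearman correlation of size and response time was -0.279, the early median of the binding targets -0.25 (now past the threshold), and Bmp4 at 24 hr on the early arrays reversed to -0.82.

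With the processed signals of Feature Extraction, the genes over 2-fold were 12 at 3 hr, 606 at 6 hr, 227 at 12 hr and 1155 at 24 hr. The percentage falling was 27.8 under 24 hr and reversed to 59.5 from 24 to 36 hr and 53.8 after 36 hr, and the correlation of size and response time was -0.380.

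With the additive fit of time and series over 28 arrays, the genes over 2-fold were 110 at 6 hr, 41 at 12 hr, 254 at 24 hr, 649 at 48 hr and 1157 at 72 hr, and the percentage falling 33.7 under 24 hr, 41.0 from 24 to 36 hr and 40.8 after 36 hr. Its largest change for Id3 was a rise of 4.24-fold, against a fall of 3.13-fold. With the response time at 2-fold the percentages were 16.3, 31.4 and 34.4, and the correlation of size and response time -0.444. The methods' F test gave 0 early responders, against 2001 with limma, with 2291 genes at an unadjusted p under 0.05 against 9770 with limma, and 2 genes over 2-fold at 3 hr and 57 at 12 hr. The replicate block gave 20 at 3 hr. With the 2-fold threshold, which by construction passes fewer genes, there were 776 early, 2357 late and 3043 joined responders and 0 genes for the transgene. With quantile normalization of both channels, the percentage falling was 22.2 under 24 hr and reversed to 52.6 after 36 hr, and the transgene changed 0 genes.

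For the Nanog transgene, additive background and medium in place of the pair gave 86 genes, no pair block (6 against 6 arrays) 0, the integrated clone alone 1511 and the episomal clone alone 0, against 2 over the 6 pairs. At an unadjusted p under 0.05 in limma there were 4082 genes with no pair block, 3070 for the episomal clone alone and 7235 over the 6 pairs.

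Leaving out 1 array, pair or line at a time, 737 of 779 values of the main results stayed. Lowest and highest values were 828 (without 0 hr replicate 2) and 2926 (without 24 hr replicate 1) for early responders, 5919 and 6685 for joined responders, and 5014 and 5192 for late responders. The Pou5f1 change, lowest without 0 hr replicate 2 and highest without 0 hr replicate 1, was -2.53 and -1.13 at 3 hr, -3.23 and -1.83 at 6 hr, -3.24 and -1.84 at 12 hr, and -3.49 and -2.09 at 24 hr. Genes over 2-fold were 3 and 12 at 3 hr, 294 and 581 at 6 hr, 33 and 489 at 12 hr (without 12 hr replicate 2 and 1), 506 and 1191 at 24 hr, and 950 and 1616 at 48 hr. The percentage falling was 17.3 and 24.3 under 24 hr, 40.4 and 55.3 (reversed without late 24 hr replicate 3) from 24 to 36 hr, and 42.5 and 47.8 after 36 hr. The correlation of size and response time was -0.457 and -0.352. The early binding targets called were 86 and 145. For the Nanog experiment, the transgene gave 0 (without each of 5 pairs) and 44 (without the episomal RA pair), the Pou5f1 difference was -0.03 (without the integrated RA pair) and 0.50, the Nanog difference -0.13 (without the integrated RA pair) and 0.24, clones 12 (without the integrated LIF pair) and 376, the media 4 (without the parental line of the episomal clone) and 480 without LIF, and 1432 and 2232 on RA. The share of PC1 was 80.7% and 82.6%.

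Aquantile between arrays changes only intensities and no filter removes nothing, so both say nothing on stability. A block for the date of the scanner software's output or for slide was not run: the early and the late arrays have 1 date each with 1 array per slide, and the dates of the Nanog arrays follow the backgrounds, which the pairs absorb. The low signal over background, with up to 30.2% of the probes of a late array under the 95th percentile of its negative controls, limits the folds of falling genes, and the negative-control filter, which removed 3176 late, 199 early and 619 Nanog probes, moved none of the main results by more than 1.5 times.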

Differences from the paper's values

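Of the settings of this part, quantile normalization of both channels was chosen only after the result was seen. The other alternatives named were set before the data were examined.

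The paper draws about 50 genes over 2-fold at 3 hr in Fig. 3A (read by eye), against 7 here, and about 60 at 6 hr (Fig. 3A, read by eye), against 353 here. In this part a value is within the limits when it is at most 1.5 times the paper's and the paper's at most 1.5 times it, or, for a single gene, when they differ by less than the spread of the replicates (for a response time, the spread when arrays are left out), with the same direction. Aquantile and no filter change no value and are not counted as alternatives in this part. None of the 7 others gives a value within the limits of the paper's at either time. At 24 hr the paper has about 400 (Fig. 3A, read by eye) and the value here is 757, where the values the authors normalized give 309 and the other alternatives do not come within the limits. Leaving out early 24 hr replicate 2 gives 506. At 48 hr the paper has about 650 (Fig. 3A, read by eye) and the value here is 1180. The authors' values (675), the correction of Cy5 bleaching (584) and the additive fit of time and series (649) come within the limits, as does leaving out early 24 hr replicate 2 (950), and the others do not. At 72 hr the paper has about 920 (Fig. 3A, read by eye) against 1780, with 1157 for the authors' values, 1155 for the correction of bleaching and 1157 for the additive fit, and the others outside. At 96 hr the paper has about 1000 (Fig. 3A, read by eye) against 2181 here, and none of the 7 alternatives comes within the limits.

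The paper counts 487 binding targets with no response, and the count here is 246, of the 537 targets on both arrays. None of the 6 alternatives closes this difference.

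For Sfrp1 the paper's fall is 3.013-fold and the value here 1.88-fold. The processed signals of Feature Extraction give 3.57, the authors' values 3.01 and the additive fit 2.56, and the others do not. For Jmjd2c the paper's fall is 3.483-fold and the value here 1.83-fold, with 3.49 for the authors' values and 2.96 for the correction of bleaching, and the others outside.

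For Igfbp2 the paper's table gives a fall of 1.811-fold, and here the largest change is a rise of 2.34-fold. The authors' values (1.81), the correction of bleaching (2.19) and the additive fit (2.08) give a fall, and the others a rise. For Htra1 the paper's value is a fall of 2.964-fold, against a rise of 1.88-fold. The authors' values (2.97) and the correction of bleaching (2.72) give a fall, and the others do not come within the limits. For Bmp4 the paper's value is a fall of 2.576-fold, against a rise of 3.02-fold, with a fall of 2.58 for the authors' values and 2.23 for the correction of bleaching, and not for the others. For Spred2 the paper's value is a fall of 1.901-fold, against a rise of 1.52-fold. The authors' values (1.90), the correction of bleaching (1.65) and the additive fit (2.13) give a fall, as does leaving out early 0 hr replicate 2 (1.57), early 24 hr replicate 2 (1.68) or late 24 hr replicate 3 (1.59), and the other alternatives do not.

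For the Nanog transcript the paper's PCR gives 19.6-fold (error 1.1, its kind not stated) in the episomal clone over its parental line, and the array probe here gives 0.676-fold. The processed signals of Feature Extraction, the authors' values and the correction of bleaching do not come within the limits, and the other alternatives cannot change this mean.

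The paper describes the response before 24 hr as mostly a fall of many genes, followed by a wave of rising genes that grows after 36 hr. Here 20.1% of the genes with a response time under 24 hr fell. The correction of Cy5 bleaching (57.9%) and the authors' values (76.4%) give a majority of falls. The paper shows the number of responding genes growing with time, and here it is higher at 6 hr (353) than at 12 hr (105), but not with the correction of bleaching (4 and 30) or the authors' values (31 and 58).

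The paper places Klf4 among genes that respond after more than 24 hr, and its time here is 9.17 hr. It is 5.31 hr with the authors' values and 5.56 hr with the correction of bleaching. Leaving out early 0 hr replicate 1 gives 36.1 hr, which is on the paper's side. The authors' values do give the paper's times for Sox2 (34.2 hr) and Nanog (51.1 hr). The time here is the first crossing of 1.5-fold, and Klf4 was back at -0.19 at 24 hr before it fell further. This rule may therefore account for the gap. The paper places Irx3 within 12 hr, where the time here is 12.6 hr, and 11.3 hr with the correction of bleaching and 11.0 hr with the authors' values. The paper has Cdx2 rise within 12 hr, which it takes from PCR, and the array probe here was at -0.22 at 12 hr and reached 0.29 at 48 hr.

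The paper lists Esrrb, Sall4, Cdyl, Dazl and Nodal as genes that Pou5f1 activates, and they were not called here in the joined series (-0.36, -0.17, -0.45, -0.54 and -0.46). The processed signals of Feature Extraction take Esrrb to -0.84, Cdyl to -0.86 and Dazl to -0.65, past the threshold. The authors' values take Cdyl (-0.86), Dazl (-0.67) and Nodal (-0.62) past it, the correction of bleaching Nodal (-0.64), and the additive fit Dazl (-0.83). So does quantile normalization of both channels for Dazl (-0.60), which was chosen after seeing the values. Leaving out 1 of 4 single arrays also takes Dazl past 1.5-fold, at most to -0.71 without early 0 hr replicate 2. Sall4 was called under no setting run, but the values the authors normalized hold none for the Sall4 and Esrrb probes used here. The paper counts Dmrt1 among genes that Pou5f1 suppresses, and its joined value here is -0.41, though the probe of the paper's tables rose on the early arrays. The paper speaks of a strong response of Fgf4, and its change here is -0.60.

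The paper has Nodal and Cdx2 suppressed by Nanog, and here they were higher in the transgenic lines (0.49 and 0.40), higher in 5 of 6 pairs each and not called. The paper's statements on Nanog also draw on knockdowns, which are not analysed here, so these arrays are only part of its evidence. The Cdx2 probe is the one the paper describes as unresponsive, and a dimmer Cdx2 probe differed by 0.04. The 3 integrated pairs alone call Nodal, as higher (0.90). They also call Dppa3 as lower (-1.66) and Zfp42 (1.09) and Mybl2 (1.32) as higher, which are the directions the paper gives, and which the 6 pairs did not call. They call Dazl (1.24) and Fbxo15 (1.41) as higher, which the paper lists as not affected.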

Other observations

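The tests of the collagens and of the genes above the negative controls on all late arrays were chosen only after the result was seen.

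The many genes that rise at 120 hr on the late arrays were compared with lists of genes of other cell types, with camera and fry two-sided. The trophectoderm list rose as a set (12 of 12 genes higher, median 2.74, camera p 1.54e-11, fry 1.95e-19). Its most abundant genes were Krt19 (5.62), Krt7 (4.10) and Rhox6 (3.33). The study named 6 genes of this list and 1 is in another list. The primitive endoderm list rose with fry (8.39e-09) but not with camera (p 0.218, 11 of 16 higher, 1 named by the study). Of its most abundant genes, Sparc was at 0.75, Col4a1 at 2.1 and Hnf4a at -0.22. The primitive streak and mesoderm list was lower with fry (0.00322) and not with camera (p 0.438, 9 of 13 lower, 3 named by the study and 1 in another list). A change of the cells towards trophectoderm may thus underlie part of the rise, as a hypothesis that the lists alone cannot settle. At 0 hr, 10 of the 12 trophectoderm, 10 of the 16 primitive endoderm, 7 of the 13 primitive streak and mesoderm and 9 of the 16 fibroblast genes already read above the negative controls.

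Feeder fibroblasts in the late cultures stay open as a source of part of this rise. The fibroblast list went both ways (8 of 16 higher, camera p 0.685, fry 0.016 upwards). Among its genes, Postn was at 4.12, Acta2 at 1.45, Tagln at 1.16 and Dcn at -0.03. The collagens Col1a1, Col1a2, Col5a2 and Col6a1 had a median change of 0.087, but they lie near the negative controls, above them on 2, 1, 0 and 0 of the 3 arrays at 0 hr, so they exclude nothing.

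Calls from dim probes could have followed the falling level of the negative controls on the late arrays. The share called among genes that the negative-control filter removes (1.32%) decides nothing, since the filter keeps a probe that rises above the controls at 1 time. Of the 5072 responders, 4271 (84.2%) lay above the negative controls on all 18 arrays, which argues against dim probes as the source of most calls, and leaves it open for the other 801. Of 100 ways to divide the 18 late arrays into 6 groups of 3, only the real one gave as many responders, the next giving 1892, so chance can be excluded for that count.

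In the Nanog experiment more genes were lower than higher in the transgenic lines. The fibroblast list was lower in 17 of 17 genes (median -0.45, camera p 3.84e-07, fry 0.0257, 0 named by the study), with Col1a1 at -0.63, Tagln at -1.57 and Acta2 at -2.05. A larger share of feeder cells in the parental cultures may therefore lie behind part of the lower genes, and this stays a hypothesis from the same data. For the primitive streak and mesoderm list the tests leave the question open (9 of 13 lower, camera p 0.0485, adjusted over the lists 0.0504, fry 0.176, with Fst at -1.74, T at -0.98 and Mesp1 at -0.08). They do so for trophectoderm as well (12 of 17 lower, camera p 0.0504, fry 0.119, with Krt18 at -1.37 and Krt19 at -1.21). The primitive endoderm list was higher as a set (12 of 16, camera p 0.000298, fry 0.0225), which argues against less of that differentiation in the transgenic lines, although its 3 most abundant genes were not higher (Lamb1 -0.01, Sparc -0.14 and Foxa2 -0.30). The fibroblast and primitive endoderm lists thus move apart, and a biological effect of the transgene on these genes stays open. For the 2 genes called by the transgene, only the real one of 32 ways to exchange the arrays within pairs gave as many, but the 3 pairs of a background share a clone and 2 clones are too few to exclude chance. Leaving out 1 pair gave 0 genes in limma, except without the episomal RA pair (44).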
